# Temporal Changes in Rat Liver Gene Expression after Acute Cadmium and Chromium Exposure

**DOI:** 10.1371/journal.pone.0127327

**Published:** 2015-05-19

**Authors:** Michael S. Madejczyk, Christine E. Baer, William E. Dennis, Valerie C. Minarchick, Stephen S. Leonard, David A. Jackson, Jonathan D. Stallings, John A. Lewis

## Abstract

U.S. Service Members and civilians are at risk of exposure to a variety of environmental health hazards throughout their normal duty activities and in industrial occupations. Metals are widely used in large quantities in a number of industrial processes and are a common environmental toxicant, which increases the possibility of being exposed at toxic levels. While metal toxicity has been widely studied, the exact mechanisms of toxicity remain unclear. In order to further elucidate these mechanisms and identify candidate biomarkers, rats were exposed via a single intraperitoneal injection to three concentrations of CdCl_2_ and Na_2_Cr_2_O_7_, with livers harvested at 1, 3, or 7 days after exposure. Cd and Cr accumulated in the liver at 1 day post exposure. Cd levels remained elevated over the length of the experiment, while Cr levels declined. Metal exposures induced ROS, including hydroxyl radical (•OH), resulting in DNA strand breaks and lipid peroxidation. Interestingly, ROS and cellular damage appeared to increase with time post-exposure in both metals, despite declines in Cr levels. Differentially expressed genes were identified via microarray analysis. Both metals perturbed gene expression in pathways related to oxidative stress, metabolism, DNA damage, cell cycle, and inflammatory response. This work provides insight into the temporal effects and mechanistic pathways involved in acute metal intoxication, leading to the identification of candidate biomarkers.

## Introduction

Chromium (Cr) and cadmium (Cd) are widely distributed and some of the most utilized metals in industry, thus posing occupational and environmental exposure risks to both the general population and military personnel. Exposure to these metals can occur through contact with contaminated soil, air, water, and food as a result of manufacturing, pharmaceutical, industrial processes or environmental contamination. Cr is extensively used for stainless steel production, chrome plating, and as an anti-corrosive, which can lead to increased occupational exposures. Toxic Cr exposures may result from the ingestion or inhalation of dusts generated while refurbishing metal parts (e.g., Cr coated steel from aircraft) or from bulk materials present at industrial sites, such as what occurred at the Qarmat Ali water treatment facility in Iraq [1]. Cd exposure can occur as a result of mining, metal processing, welding, burning fuels, the production and use of phosphate fertilizers, leaching of metal waste, and smoking [2]. Due in part to their abundance and wide-spread use, they were also highly ranked in an industrial chemical prioritization and hazard analysis conducted by the Naval Research Laboratory [3].

The liver plays important roles in metal homeostasis and detoxification. A major hepatic function involves the uptake of ingested metals from portal blood before they are able to distribute to other organs (i.e., first pass clearance). Once absorbed, the metal ions are quickly bound to intracellular ligands. Some are specific metal-binding ligands, which act as metal chaperones to guide metals to their appropriate destination within the cell, a few of which have been characterized at the molecular level [4–7]. Other less specific ligands also play a more general role in metal sequestration and disposition, including proteins such as metallothionein (MT), ferritin, glutathione (GSH), and small molecules such as citrate and ascorbate, and amino acids. Bound metals may be shuttled to organelles for storage, incorporated into metalloproteins (e.g., manganese into superoxide dismutase [SOD] or zinc [Zn] into MT), and distributed into the bloodstream for delivery to other tissues, or excretion into bile [8]. Cd and Cr can also utilize these same pathways. For example, Cd is a substrate for the divalent cation uptake transporter DMT1, and once inside the cell it can substitute for Zn on MT or iron on ferritin [9,10]. Substitution of the wrong metal cofactor into metalloproteins can lead to a disruption of normal function, such as is seen when Cd replaces Zn in the DNA repair protein XPA [11]. Another important role of the liver is the excretion of metals and metal complexes into bile. Biliary excretion acts as a primary or secondary pathway for the elimination of a number of essential and toxic metals, including copper, manganese, mercury, lead, Cd and Cr. Due to its important roles in metal metabolism, distribution and elimination, the liver is also susceptible to damage if it’s homeostatic and detoxification mechanisms are impaired or overwhelmed.

Exposure to Cd and Cr can lead to similar adverse health effects in target organs such as the liver, kidney, and lungs, although they are thought to act via different mechanisms and biochemical pathways. Numerous animal studies have also reported Cd and Cr-induced liver damage [12–17]. Cd is known to accumulate in the liver and its half-life for excretion has been reported to range from 4–19 years [18], while the urinary excretion half-life for Cr in humans is approximately 39 h [19]. A major contributor to tissue damage is oxidative stress, which is induced after exposure to both metals through the production of reactive oxygen species (ROS); however the mechanisms by which they are produced differ. Studies suggest that hexavalent chromium [Cr(VI)] is reduced to its lower oxidation states, which result in free radical generation, through Fenton-like reactions [20,21]. Cadmium is thought to act via the inhibition of antioxidant enzymes and the depletion of glutathione (GSH) leading to ROS production [22]. The International Agency for Research on Cancer (IARC) has classified both Cd and Cr as known human carcinogens [23]. Although Cr can interact directly with DNA forming Cr-DNA adducts, Cd is thought to induce DNA damage by inhibiting repair enzymes [24].

The use of toxicogenomics technologies to study the transcriptome, proteome and metabolome is beginning to provide insight into the mechanisms and molecular pathways that are involved in metal intoxication, the tissues’ adaptive response, and the development of adverse health effects. The use of these technologies allows for a global approach to better understand the cellular and molecular pathways involved in metal induced cellular damage, to visualize potential cross-talk between pathways, and to compare cellular responses to different stressors. For example, previous work in our laboratory compared the gene response of a rat-liver derived cell line to Cd, Cr, and Ni [25]. We were able to identify global responses that were common to all three metals, such as the induction of oxidative stress, as well as to identify the individual gene responses unique to each metal. A greater understanding of these effects coupled with linking them to known markers of health effects will provide a useful tool for biomarker discovery, screening for exposure to environmental pollutants and/or predicting the risk of disease.

To gain a better understanding of the response in the liver after metal exposure, we utilized traditional toxicity assays as well as microarray analysis of the liver at 1, 3, or 7 days after a single exposure to CdCl_2_ or Na_2_Cr_2_O_7_. Both metals accumulated dose-dependently in the liver and generated ROS, including hydroxyl radical (•OH). Interestingly, the greatest amount of ROS was induced well after the metal exposure. This would be expected as Cd accumulated in the liver, however, ROS continued to increase as the amount of Cr and differences in gene expression in the liver decreased. In addition, we identified 667 and 879 probe sets, for Cd and Cr respectively, which were differentially expressed over the 7 day period. The differentially expressed gene lists for the Cd and Cr exposures were enriched for oxidative stress, metabolism, DNA damage, cell cycle, and inflammatory response pathways.

## Materials and Methods

### Animals

Research was conducted in compliance with the Animal Welfare Act, and other Federal statutes and regulations relating to animals and experiments involving animals and adheres to principles stated in the Guide for the Care and Use of Laboratory Animals (NRC 2011) in facilities that are fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care, International. The animal facilities are specific pathogen-free and environmentally controlled. All animal procedures used during the study were reviewed and approved by the National Institute for Occupational Safety and Health (NIOSH) animal care and use committee.

Male Sprague-Dawley rats [Hla:(SD) CVF] were purchased from Hilltop Lab Animals (Scottdale, PA), weighing 250–300 g and free of viral pathogens, parasites, mycoplasmas, *Helicobacter*, and CAR *Bacillus*, and were used for all exposures. The rats were acclimated for at least 6 days after arrival, were housed in ventilated polycarbonate cages on a mixture of Alpha-Dri cellulose chips and hardwood Beta-chips bedding, and were provided HEPA-filtered air, irradiated Telad 2918 diet, and tap water *ad libitum*. Chemicals and reagents were obtained from Sigma-Aldrich Chemical Co. (St. Louis, MO), or J.T. Baker (Philipsburg, NJ).

### Animal exposures

Rats received either vehicle (sterile saline) or metals in vehicle by intraperitoneal injection, and organs, blood and tissues were harvested at 1, 3 and 7 days post injection. Intraperitoneal injection was chosen as the most direct method of modeling metal exposure as it will tend to maximize toxicant exposure to target organs, including the liver. Rats were exposed via a single injection to 0.5, 1.25 and 2.5 mg/kg body weight (BW) CdCl_2_ or 5, 10 and 20 mg/kg BW Na_2_Cr_2_O_7_. Previous studies have demonstrated the use of intraperitoneal injections of CdCl_2_ [26–34] and Na_2_CrO_4_ [35–38] in these dose ranges to induce tissue injury. Exposure times of 1, 3 and 7 days were chosen to investigate the acute effects of metal exposures and were based on previous investigations for changes in oxidative stress and recovery time [39,40]. Rats were deeply anesthetized at 1, 3 and 7 days post-exposure with an intraperitoneal injection of sodium pentobarbital (100 mg/kg BW; Butler Co., Columbus, OH), exsanguinated by severing the abdominal aorta and tissue collected.

### Determination of liver metal content by ICP-MS

The Cd and Cr content of liver tissue were determined by Inductively Coupled Plasma-Mass Spectrometry (ICP-MS). Liver samples were prepared using a Mars 5 microwave digestion system (CEM, Matthews, NC). Tissue samples (0.1–0.5 g) were placed in 5 mL of nitric acid (Optima grade, Fisher Chemical Co., Pittsburgh, PA) inside a MARSXpress (CEM, Matthews, NC) digestion vessel. Samples were digested using the following program: Step 1) 25% power (400 W), ramp time 20 min, hold time 10 min, max temperature 50°C. Step 2) 50% power, ramp 20 min, hold 10 min, max temperature 120°C. Step 3) 100% power, ramp 20 min, hold 10 min, max temperature 200°C. Following digestion the samples were allowed to cool and then diluted with deionized water to a final acid concentration of 10%. A digestion spike and digestion blank were included in each batch of samples.

Samples were analyzed using an Agilent 7500ce ICP-MS (Santa Clara, CA) using Helium collision mode. Stock solutions containing the elements of interest were purchased from Spex Certiprep (Metuchen, NJ). The instrument was calibrated using standards prepared in 10% nitric acid at concentrations that bracketed the expected concentration range of the samples. Three replicates were analyzed for each metal with varying integration times (1.5 seconds for Cd, 0.5 seconds for Cr). Internal metal standards were added using a mixing tee prior to the introduction of sample to the plasma. The lowest calibration standard analyzed was 1 μg/L, which was used as the limit of detection. Peak intensities were measured against internal standards. The ratios were plotted against concentrations and linear regression analysis performed on the internal standard ratio data. Calculations for the concentration of metals in the tissue were determined using the following equation: concentration in solution (μg/L) * volume of sample (L) / weight of sample (g) = weight of metal / weight of sample (μg/g).

### Hydroxyl radical measurements

Electron spin resonance (ESR) spin trapping was used to detect short-lived free radical intermediates. Flash frozen tissue slices (~100 mg), were homogenized in 1 mL sodium phosphate buffer (50 mM) containing the protease inhibitors: leupeptin (10 μg/mL), phenylmethylsulfonyl fluoride (100 μg/mL), dithiothreitol (1 mM), and trypsin inhibitor (20 μg/mL). The homogenate was immediately reacted with 4-hydroxy-2,2,6,6,- tetramethyl-piperidine-N-oxyl (hydroxy-TEMPO; 0.1 mM) with or without dimethylthiourea (DMTU; 50 mM). All ESR measurements were conducted using a Bruker EMX spectrometer (Bruker Instruments Inc., Billerica, MA) and a quartz flat cell assembly. Hyperfine couplings were measured (to 0.1 G) directly from magnetic field separation using potassium tetraperoxochromate (K_3_CrO_8_) and 1,1-diphenyl-2-picrylhydrazyl (DPPH) as reference standards [41,42]. The Acquisit program was used for data acquisitions and analyses (Bruker Instruments Inc., Billerica, MA). The ESR peak height was used as a relative measure of the amount of free radicals present in the tissue. The contribution of •OH was estimated by taking the difference in peak heights with or without DMTU.

### Lipid peroxidation

Lipid peroxidation of liver tissue was measured using a colorimetric assay for malondialdehyde according to the manufacturer’s instructions (LPO-586, Oxis International Inc. Portland, OR). Briefly, tissue was perfused and washed with ice cold phosphate-buffered saline (PBS; pH 7.4; Ca^2+^ and Mg^2+^ free) to remove blood from sample. Tissue was then homogenized after the addition of 0.5 μL butylated hydroxytoluene to prevent any sample oxidation during processing. A reaction mixture contained 0.1 mg/mL tissue in a total volume of 1.0 mL PBS. A Fenton reaction, composed of FeSO_4_ (1mM), H_2_O_2_ (1 mM) and 0.1 mg/mL tissue, was also carried out as a positive control. The mixtures were exposed for 1 h in a shaking water bath at 37°C. The samples were centrifuged 3000 x *g* at 4°C for 10 min and the supernatant removed for measurement. The absorbance of the supernatant was measured at 586 nm as a measure of lipid peroxidation based on the reaction of a chromogenic reagent with malonaldehyde at 45°C.

### Comet assay

The Comet assay was performed using methods described in the Trevigen CometAssay kit (Trevigen, Inc., Gaithersburg, MD). A typical reaction mixture contained 0.1 mg/mL liver tissue brought to a total volume of 1.0 mL in ice cold PBS containing 20 mM EDTA. All steps were performed in the dark or low light conditions. Briefly, tissue was minced into very small pieces using a cell chopper and let stand for 5 minutes. The resulting cell suspension was then centrifuged and cells placed in ice cold PBS at 1 x 10^5^ cells/mL. The cells were combined with low melting point agarose, and then pipetted onto a Comet slide. The slide was placed in a refrigerator for 30 min, immersed in the supplied lysis solution, chilled for 60 min, and then immersed in alkaline solution (300 mM NaOH) for 55 min. Slides were placed in a horizontal electrophoresis chamber for 40 min at 300 mA. Slides were washed and SYBR Green stain was added. Slides were visualized using fluorescence microscopy, with an image capturing system (Olympus AX70 and sample PCI, Compix, Cranberry Township, PA). A minimum of 50 cells was scored for each sample at 400X magnification. The distance between the edge of the head and the end of the tail was measured using an automated image analysis system (Optimas 6.51, Media Cybernetics Inc., Silver Spring, MD) [43,44]. Only two comet assays from the Cd control and low dose groups were available for analysis, while there were at least three for all other conditions.

### Measurement of H_2_O_2_ in liver tissue

Liver tissue (100 mg) was homogenized in PBS buffer. Homogenization consists of a 20 s burst with a Tissue Tearer (Biospec, Racine, WI) followed by 50 strokes with a tissue grinder. An aliquot of homogenate (100 μl) was taken for protein measurement. The homogenate was centrifuged at 2,500 x *g* for 15 min at 4°C and the supernatant was collected. H_2_O_2_ content was measured by the Oxis Bioxytech H_2_O_2_-560 Quantitative Hydrogen Peroxide Assay Kit (OXIS International, Portland, OR). This assay is based on the oxidation of ferrous ions (Fe^2+^) to ferric ions (Fe^3+^) by H_2_O_2_ under acidic conditions. The ferric ion binds with the indicator dye xylenol orange {3,3-bis[N,N-di(carboxymethyl)-aminomethyl]-o-cresoisulfone-phthalein sodium salt} to form a stable colored complex that was measured at 560 nm using a Spectra Max 250 multi-well plate reader (Molecular Devices, Sunnyvale, CA, USA).

### Statistical analysis

SigmaPlot 11 software (Systat Software, Inc., San Jose, CA) was used for statistical analysis unless otherwise stated. Results are presented as means ± standard error. Statistical comparisons were made using analysis of variance (ANOVA) followed by a Student’s *t*-test. A value of *p* ≤ 0.05 was considered significant.

### Microarray preparation and processing

Total RNA was extracted using Trizol solution (Invitrogen, Grand Island, NY) from samples of liver tissue flash frozen in liquid N_2_, followed by purification with an RNeasy Mini Kit (Qiagen, Germantown, MD) to remove residual salts and organic solvents per the manufacturer’s instructions. The 1.25 and 10 mg/kg body weight doses, for Cd and Cr respectively, were selected for analysis. The doses for microarray analysis were chosen by examining via quantitative PCR the expression of a panel of genes we have observed to respond to metal exposure (*Mt1a*, *Klf5*, *Hmox1*, *Emp1*, *C5*, *Atf3*, and *Fabp1*) [25]. The medium dose for Cd exposure was chosen as there were no significant changes in gene expression between the medium and high doses (Figure A in S1 File). A good correlation was observed between qPCR gene expression values and microarray platform results (r^2^ = 0.87; Table A in S1 File). The largest changes in gene expression after Cr exposure occurred in the high dose group and this dose was therefore selected for this analysis. RNA quality and quantity were determined using the Agilent Bioanalyzer Series II RNA 6000 Nano LabChip Kit on a 2100 Bioanalyzer (Agilent, Palo Alto, CA). Using the Affymetrix 3’IVT kit, cDNA and labeled cRNA were prepared, washed, stained, and hybridized onto the Affymetrix Rat Genome 230 2.0 array and scanned on an Affymetrix GeneChip Scanner 3000 (Santa Clara, CA) per the manufacturer’s instructions.

### Microarray data analysis

Microarray data was processed for background adjustment, normalization, and summarization by the Robust Multi-Array Averaging method (RMA; Irizarry, 2003) using Partek Genomic Suite (GS) 6.6 (Partek Inc., St. Louis, MO). The raw data files were uploaded to the NCBI Gene Expression Omnibus (accession number GSE65198). The microarray data was examined for outliers using a principal component analysis (PCA) in Partek GS. Pairwise correlation analysis between replicates and inter-replicate dot plots of all probe sets were performed to verify reproducibility and identify outliers. Replicates with an R^2^>0.95 and no gross deviations from linearity on the dot plot were accepted. A present, absent, or marginal detection call for each probe set was determined using GeneChip Operating Software (Affymetrix, Santa Clara, CA), and only probe sets with a present detection call for all replicate samples in at least one condition were retained for analysis.

An ANOVA was performed to determine which genes were differentially expressed. The 15,870 probe sets for Cd and 16,110 for Cr that met the present detection criteria were analyzed via ANOVA with contrasts for each exposure versus the pooled controls in Partek GS to determine which genes were differentially expressed due to treatment. One of the day 1 medium dose samples for Cd clustered tightly in the PCA with the unexposed controls. Upon further analysis, this replicate was also found to not have accumulated Cd and was excluded in the analysis. Probe sets were retained for bioinformatic analysis with a Benjamini and Hochberg FDR ≤ 0.05 [45], and a 1.8 or greater fold change from control [46]. On days 3 and 7 there were few or no significant gene changes observed for either metal using this selection cutoff, therefore a less stringent criteria consisting of a ≥1.8-fold change and an unadjusted *p*-value ≤ 0.05 were used to identify differentially expressed genes that may still be changing at these later time points [47].

Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, www.ingenuity.com) and the Database for Annotation, Visualization and Integrated Discovery (DAVID; version 6.7) were used to explore the biological implications of the data [48,49]. IPA Core analyses were performed using the Rat Genome 230 2.0 array as the reference set for transcriptomics data, with all other default settings selected. We considered IPA canonical pathways, functions, and other enrichments statistically significant with a *p*-value ≤ 0.05 and involving more than two molecules, and transcriptional regulator activation was considered significant with an activation z-score ≤-2 or ≥2 and a *p*-value ≤ 0.05. DAVID Functional Annotation Clustering was also used to identify and bin the probe sets [48,49]. Probe set lists from both exposures were analyzed using the present lists for each exposure as background [49]. Clustering was based on Gene Ontology Biological Process terms and KEGG pathways with default settings, except for the initial and final group settings set to five.

## Results

### Metal accumulation

The consequences of these single exposures to Cd and Cr were long lived and could be observed at the molecular and transcriptional levels. Confirmation of Cd and Cr accumulation in the liver was obtained via ICP-MS (Fig 1). As expected, there was a dose-dependent increase in liver Cd concentration on day 1 (Fig 1A) and the Cd levels remained elevated through day 7. There was no significant difference in Cd levels between days of the same dose. There was also a dose-dependent accumulation of Cr on day 1 (Fig 1B). The high dose Cr accumulation was consistent with a previous experiment that also utilized the same method of exposure [50]. In contrast to the pattern of Cd accumulation, Cr levels rapidly declined from their peak at day 1 and were substantially reduced on days 3 and 7, indicative of its rapid clearance from the body. The hepatic half-life of Cr was determined by fitting the data to a first-order exponential decay model using SigmaPlot 11 (Systat Software, Inc., San Jose, CA), yielding estimated half-lives of 20.1 h (range 13–43 h) at the high dose and 34.3 h at the low dose (range 27–47 h), which are slightly lower but in the same magnitude as the previously published urinary half-life of 39 h for humans [19].

**Fig 1:**
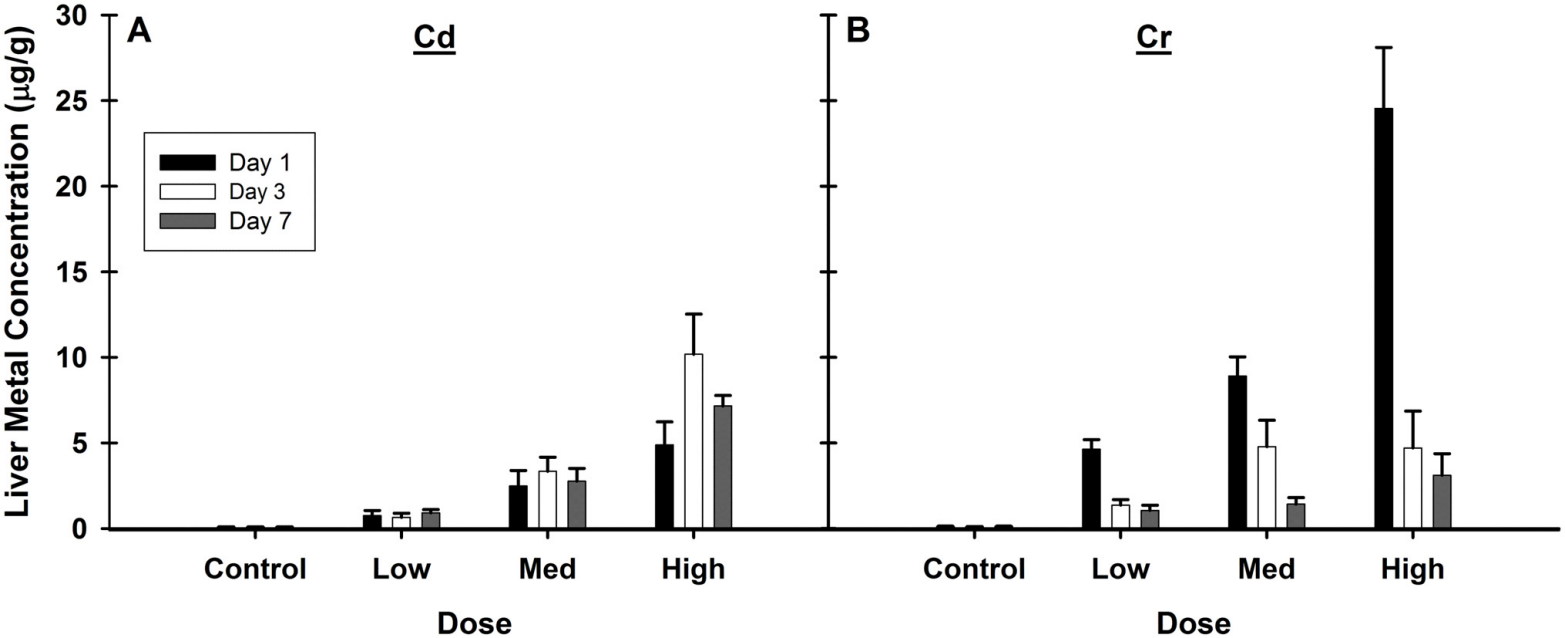
Elevated concentrations of Cd and Cr in the liver 1, 3, and 7 days after a single exposure. Levels of Cd (A) and Cr (B) were determined via ICP-MS. Both Cd and Cr accumulated in a dose-dependent manner at 24 h. Cd levels remained elevated for all doses on days 3 and 7 post-exposure. Cr levels rapidly declined between days 1 and 3, and this trend continued at the low and medium doses, but in the high dose remained at day 3 levels on day 7. Values are mean ±SE, n = 5–7 animals per group.

### ROS

Metals are well known to induce ROS via multiple mechanisms. Key molecules in the ROS family include the superoxide anion radical, which can be dismutated to form H_2_O_2_, and the highly reactive •OH [51]. Here, the induction of free radicals was monitored using ESR. Liver tissue homogenates were incubated with hydroxy-TEMPO with or without the addition of the •OH scavenger DMTU [52]. The ESR peak height was used as a relative measure of the amount of free radicals present in the tissue [53]. The medium and high doses of Cd induced similar increases in liver ESR peak heights, reflecting an increase in the total amount of free radical oxygen species present (Fig 2A). At these doses, the ROS remained elevated out to at least seven days, similar to the Cd accumulation seen in Fig 2A. ROS were greatest on day 7, and were markedly higher than those observed on days 1 and 3.

**Fig 2:**
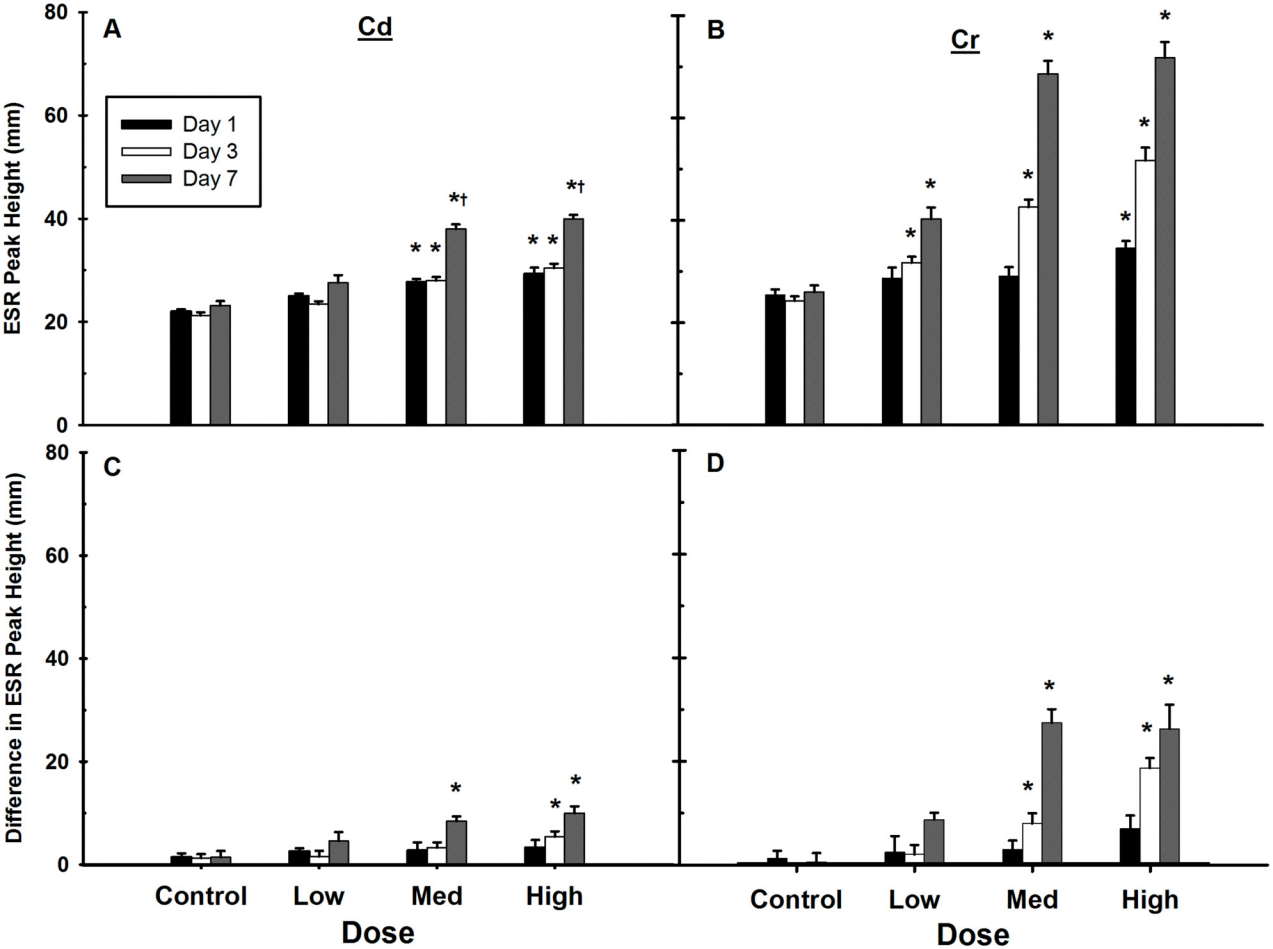
Delayed induction of free radicals in the liver after Cd and Cr exposure. Liver tissue slices from Cd (A and C) and Cr (B and D) exposed animals were incubated with hydroxy-TEMPO with or without the •OH scavenger DMTU, and examined via ESR. Total free radical levels dose-dependently increased for both metal exposures 1, 3 and 7 days post-injection (A and B). An indication of the contribution of •OH to total ROS was determined by examining the differences in ESR peak height after the addition of DTMU (C and D). Cr exposure dose-dependently increased •OH production at the mid and high doses on days 3 and 7. Values are mean ±SE, n = 6–7 animals per group. *Significantly different from control on each day, *p*<0.05. ^†^Significantly different from other days in the same dose.

Here, we used the difference in ESR peak heights after the addition of DMTU as an indirect measure of the contribution of •OH to the increase in intracellular radicals. The •OH is known to play a role in but is not the sole mediator of Cr(VI)-induced DNA damage when observed in cell culture [54]; however, there is little evidence for its production after Cd or Cr exposures in animal models [55,56]. Analogous to total radicals after Cd exposure, •OH also peaked at seven days post-exposure at the medium and high doses (Fig 2C). In Cr exposed livers ESR peak heights trended upwards in time and dose-dependent manners for both total free radicals (Fig 2B) and •OH (Fig 2D). Within each dose level, the amount of total free radicals increased in a time-dependent manner (Fig 2B). A dose-dependent increase was also observed, with an apparent saturation in free radical formation on day 7. A similar time-dependent effect was also observed when the contribution of •OH was estimated with the addition of DMTU (Fig 2D). The increase in •OH accounts for the majority of the increased radicals observed in Fig 2A and 2B.

In addition to the ESR free radical measurements, the amount of H_2_O_2_ present in the liver was measured using a colorimetric method. Intracellular H_2_O_2_, which under normal physiological conditions can range from 0.001–0.7 μM, plays important roles in cellular signaling and host defense [57,58]; however, excess H_2_O_2_ can also serve as a source of damaging oxygen radicals in the cell. In livers from Cd treated animals (Fig 3A), H_2_O_2_ levels remained essentially unchanged from controls on days 1 and 3. The single exception was a small, but significant increase at the medium dose on day 1. Although this data point was statistically significant, it is unclear why it was the only dose elevated. However, there was a dose-dependent increase in H_2_O_2_ concentration on day 7 (Fig 3A). H_2_O_2_ levels were significantly lower on day 1 at the medium and high doses after Cr exposure (Fig 3B). At the high dose of Cr, the concentration of H_2_O_2_ spiked on days 3 and 7. The delayed ROS induction may not be a direct effect of metal exposure, as •OH and H_2_O_2_ levels were highest on day 7, while metal levels are highest on days 1–3.

**Fig 3:**
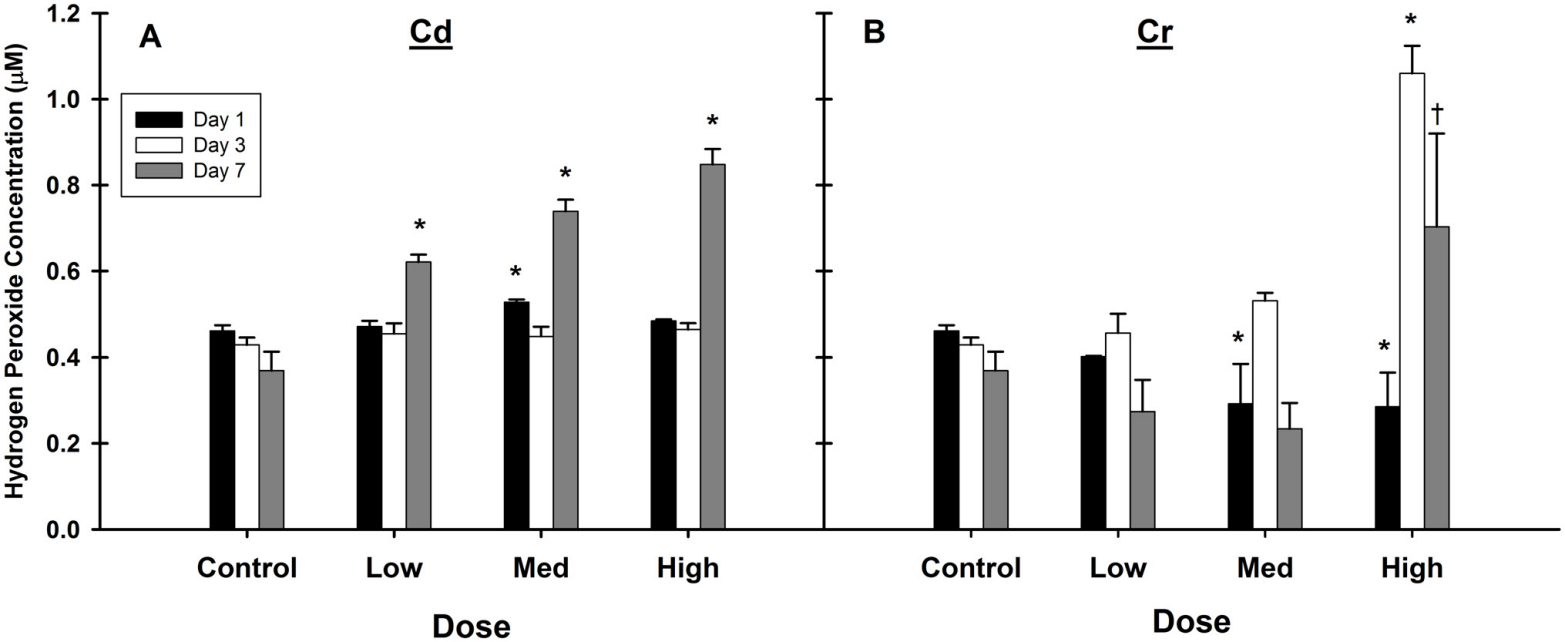
Altered H_2_O_2_ levels in the liver occur well after Cd or Cr exposure. H_**2**_O_**2**_ concentrations were monitored via a colorimetric assay. All three doses of Cd (A) increased H_**2**_O_**2**_ concentrations on day 7 in a dose-dependent manner. Only the high dose of Cr (B) led to increased H_**2**_O_**2**_ concentrations on days 3 and 7. Values are mean ±SE, n = 6–7 animals per group. *Significantly different from control on each day, *p*<0.05. ^†^ *p* = 0.053.

### Lipid and DNA damage

Toxicological endpoints of metal exposure and ROS induction were also investigated. Hydroxyl and other radical species can interact with the lipids composing cellular membranes, leading to cellular damage [59], and both Cd and Cr have been reported to induce hepatic lipid peroxidation *in vivo* [10,15,50,60,61]. Radical induced lipid damage was estimated using a colorimetric assay for the lipoxidation end-product malondialdehyde (MDA). Levels of MDA were unchanged in Cd treated animals at the low and medium doses, but were elevated ~1.5–1.8 fold at the high dose (Fig 4A). Cr treatment induced MDA formation at all concentrations on day 1 (Fig 4B), when the metal concentration was highest. At the low dose of Cr, MDA returned to control levels by day 7, while it remained elevated for the duration of the study in the medium and high doses.

**Fig 4:**
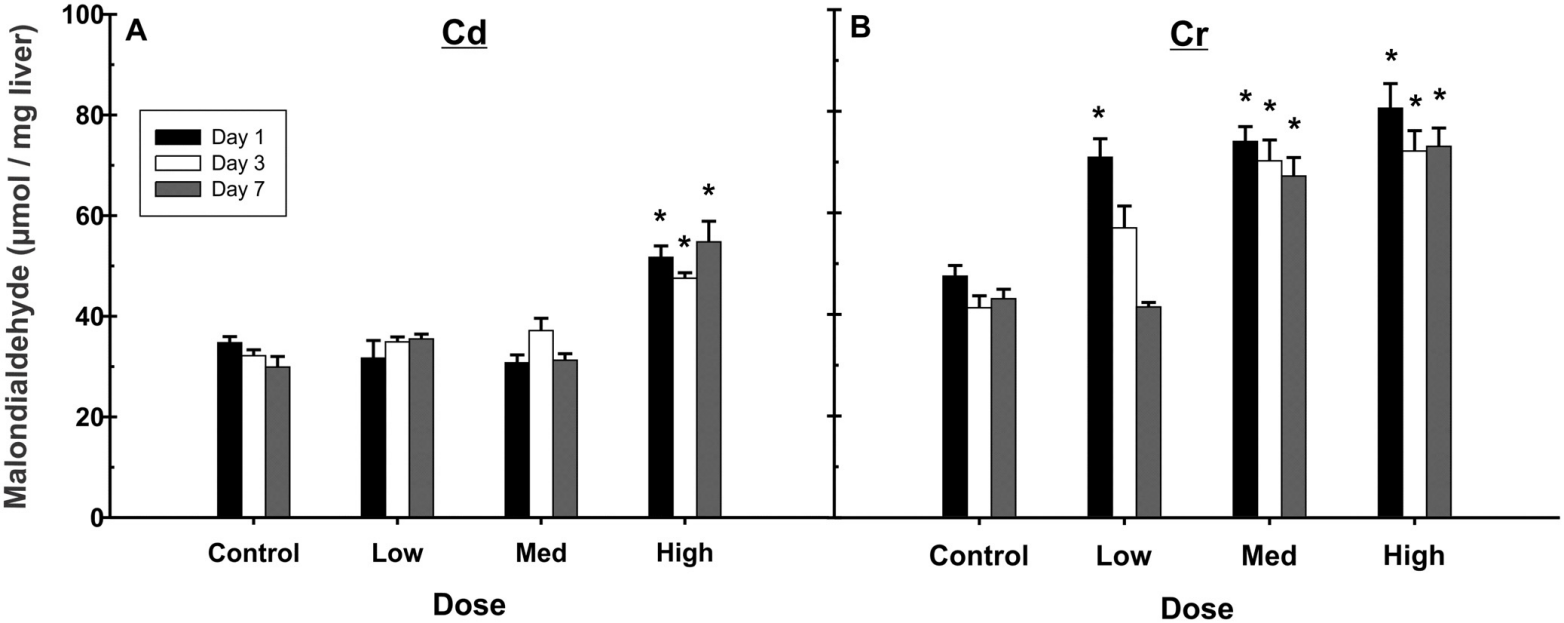
Exposure to Cd and Cr increased lipid peroxidation in the liver. Cd (A) induced a moderate amount of malondialdehyde (MDA) formation at the highest dose, and this amount was sustained through the duration of the study. Cr (B) induced MDA formation at all concentrations tested. At the low dose, MDA returned to control levels over time. However, at the medium and high doses of Cr, MDA levels were elevated for the duration of the experiment. Data are expressed as mean ±SE, n = 6–7 animals per group. *Significantly different from control on each day, *p*<0.05.

Both Cd and Cr have also been shown in cell culture to be able to induce DNA strand breaks [54,62]. Evidence of DNA strand breaks was observed via a Comet assay after treatment with the medium and high doses of Cr (Fig 5B), which is known to form DNA adducts. No effect was seen in Cd treated livers (Fig 5A), consistent with a previous report that also used an intraperitoneal route of exposure at a higher dose (4 mg/kg) [63].

**Fig 5:**
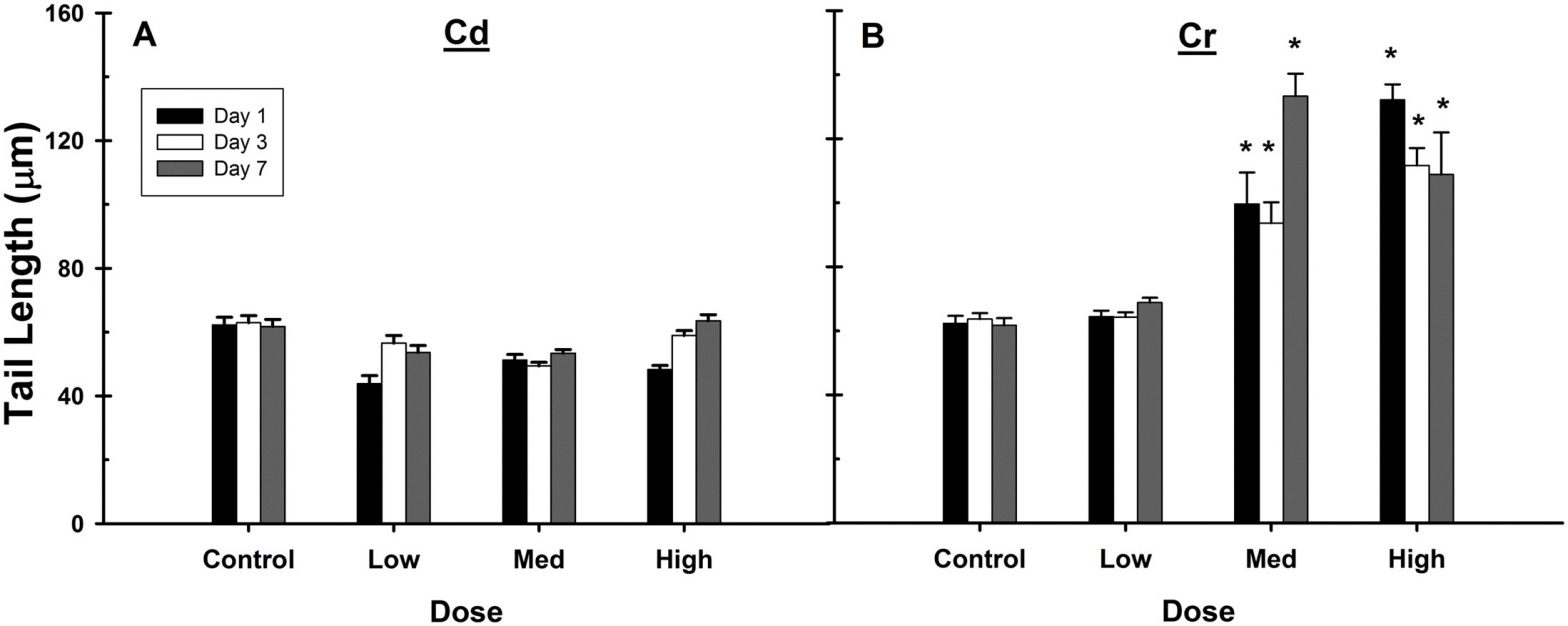
Cr, but not Cd exposure induced DNA damage in rat liver. A comet assay was performed to assess DNA strand breaks in hepatocytes from Cd (A) or Cr (B) treated animals. Cd exposure had no effect on Comet tail length. However, Cr induced DNA strand breaks at the medium and high doses, and this was sustained at all days examined. Data are expressed as mean ±SE, n = 2–7 animals per group. ^†^Only two comet assays were available for analysis on days 1 and 3. *Significantly different from control on each day, p<0.05.

### Microarray analysis

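Gene expression was measured on 59 Affymetrix arrays of rat liver. For Cd there were 29 arrays: 15 control livers pooled over the 3 days, 4 livers at the medium dose on day 1, and 5 each on days 3 and 7. For Cr there were 30 arrays: 15 pooled control livers and 5 high-dose livers on each day. The deposited values are log2 signals that the authors obtained by robust multi-array averaging. The paper states that 15870 probe sets for Cd and 16110 for Cr met its detection criteria, and those numbers were taken over here. Probe sets were ranked by the lowest signal among a group's livers, in the group where that was highest, and the top of the ranking was tested. Each metal was fitted with limma, and every exposed group was compared with the pooled controls of the same metal. On day 1 a probe set was called at an FDR of 0.05 with a fold change of 1.8 or more. On days 3 and 7 an unadjusted p of 0.05 took the place of the FDR.

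The liver injury and metal markers show the span of the signals. For Lcn2, which encodes lipocalin 2, the log2 signal was 6.49 (SD 2.11, n = 15) in Cd controls and 5.43 (SD 0.77, n = 15) in Cr controls. For the hepatocyte gene Ttr, which encodes transthyretin, it was 14.45 (SD 0.02, n = 15) and 14.44 (SD 0.02, n = 15). A log2 fold change of 1 is a 2-fold difference. The number of arrays limits the precision of every value.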

In order to better understand the cellular response and to gain insight into the mechanism of metal induced damage, microarray analysis was used to identify changes in gene expression. The data was processed using the RMA method and filtered for present genes, and we selected subsets of the genes on each day with a fold-change ≥ 1.8 and a FDR ≤ 0.05. Although we were able to identify a number of genes that were differentially expressed on day 1, there were little or no DEGs identified on days 3 and 7 using this strict criteria. 

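After Cd, 629 probe sets passed the FDR with the fold threshold on day 1, 334 higher and 295 lower, compared with 61 on day 3 and 1 on day 7. After Cr, 826 passed on day 1, 462 higher and 364 lower, and 1 passed on day 3. For day 7 after Cr, limma called 0 at the FDR and 16 at an unadjusted p. With same-day controls the FDR counts of days 3 and 7 were 71 and 3 for Cd and 0 and 21 for Cr, and 112 probe sets passed at an unadjusted p on day 7 after Cr. The Cd day 3 count was 18 without exposed liver 3, 28 without liver 4 and 130 without liver 5. The Cd day 7 count was 27 without exposed liver 5 of that day. Isg15, an interferon-induced ubiquitin-like protein, rose on day 1 after Cd with a log2 fold change of 3.62 (SE 0.16, adjusted p = 9.2e-16). The chemokine gene Ccl2 rose by 3.46 (SE 0.45, adjusted p = 7.41e-07) and Wfdc21 by 3.53 (SE 0.43, adjusted p = 2.77e-07). Fcna, which encodes the lectin ficolin A, fell with -2.89 (SE 0.22, adjusted p = 1.03e-10), and Anxa3 fell with -2.78 (SE 0.22, adjusted p = 1.9e-10).

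Among the day 1 changes after Cr, Pprc1, a coactivator of mitochondrial genes, rose by 1.91 (SE 0.17, adjusted p = 2.43e-10) and S100a10 by 1.88 (SE 0.29, adjusted p = 3.13e-06). Dusp1, a phosphatase acting on MAP kinases, fell with -2.45 (SE 0.25, adjusted p = 3.68e-09). The largest fall was that of Stac3, with -4.32 (SE 0.30, adjusted p = 5.89e-12), and Stac3 also fell after Cd with -3.13 (SE 0.36, adjusted p = 9.88e-08). These values come from 4 exposed arrays for Cd and 5 for Cr, each against 15 controls. Without the fold threshold, 4738 probe sets passed the day 1 FDR for Cd and 8925 for Cr.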

As one of the goals of the study was to examine how genes changed in the liver over time, we used a less stringent set of criteria (fold-change ≥1.8 and unadjusted *p*-value < 0.05) on the samples from days 3 and 7 in order to identify genes and processes that were still affected at these later time points. 

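With the unadjusted criterion on days 3 and 7, 686 probe sets were called on at least 1 day after Cd and 853 after Cr. For Cd, 93 were called on day 3 and 69 on day 7, and for Cr 37 and 16. With same-day controls these were 142 and 60 for Cd and 53 and 112 for Cr. The Cd counts were 59 and 162 on day 3 without exposed liver 3 or 5, and 29 on day 7 without liver 2. Lum, which encodes the matrix proteoglycan lumican, had a log2 fold change of 1.96 (SE 0.58, unadjusted p = 0.00215, adjusted p = 0.066) on day 3 after Cd in limma. RT1-Bb, a class II histocompatibility gene, had 1.43 (SE 0.51, unadjusted p = 0.00879, adjusted p = 0.245) on day 7. In the other direction, Dhrs7l1 had -1.68 (SE 0.40, unadjusted p = 0.000229, adjusted p = 0.0887) on day 7 after Cd.

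After Cr, Serpina7, which encodes thyroxine-binding globulin, had 1.64 (SE 0.44, unadjusted p = 0.000753, adjusted p = 0.082) on day 3, and the cytochrome Cyp3a9 had -1.81 (SE 0.48, unadjusted p = 0.000733, adjusted p = 0.0816). Pbsn had 1.50 (SE 0.60, unadjusted p = 0.0187, adjusted p = 0.734) on day 7. The 5 exposed arrays of each of these groups were compared with 15 controls. The Lum, RT1-Bb, Dhrs7l1, Serpina7, Cyp3a9 and Pbsn values passed the unadjusted criterion and not the FDR.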

A total of 667 and 879 unique probe sets were identified over all time points for Cd and Cr, respectively (Fig 6; Table 1). Despite the less stringent criteria, the vast majority of the changes occurred on day 1 for both metals. 

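Of the 686 probe sets called on any day after Cd, 534 were called on day 1 alone, 45 on day 3 alone and 7 on day 7 alone. Of the 853 called after Cr, 805 were called on day 1 alone, 16 on day 3 alone and 9 on day 7 alone. Sod2, which encodes the mitochondrial superoxide dismutase, rose on day 1 after Cd by 2.16 (SE 0.09, adjusted p = 9.2e-16) log2 units. Its later values were 0.01 (SE 0.09) on day 3 and -0.01 (SE 0.09) on day 7. Hykk, a hydroxylysine kinase gene, fell on day 1 after Cr with -2.34 (SE 0.37, adjusted p = 4.13e-06) and had 0.16 (SE 0.37) and -0.42 (SE 0.37) on days 3 and 7.

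Each value compares 4 or 5 exposed livers with 15 controls in limma. A probe set called on day 1 alone did not pass on the other days, and a call on 1 day alone is not by itself a test of the difference between days.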

There were 187 differentially expressed genes after both Cd and Cr exposure, possibly representing a common gene response between the metals, with 178 of these occurring on day 1. Of those identified on day 1, six did not change in the same direction for both metals (*Aldh1a1*, *Ccnd1*, *Rad51*, *Spink1*, *RGD1561849*, and *Mybl1*).

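On day 1, 182 of the 15607 probe sets tested for both metals were called for both. Of these, 64 were higher after both metals, where independent calls would share 8.37, and 107 were lower after both, where they would share 6.78. Over all days the shared calls numbered 192, where 34.1 were expected. Srm, which encodes spermidine synthase, rose by a log2 fold change of 0.89 (SE 0.11, adjusted p = 3.32e-07) after Cd and 0.99 (SE 0.10, adjusted p = 3.75e-09) after Cr. Pik3c2g, a lipid kinase gene, fell with -1.83 (SE 0.18, adjusted p = 8.5e-09) and -2.21 (SE 0.21, adjusted p = 1.12e-09).

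The 2 metals have separate control arrays, so these overlaps do not come from shared controls. Across probe sets, the day 1 log2 fold changes had a Pearson r of 0.437 and a Spearman rho of 0.442. On day 3 r was 0.210 and on day 7 it was -0.119. Probe sets are not independent replicates, so no p is given for these correlations. The paper proposes that the shared genes may be a common response to both metals.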

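In limma, 11 probe sets of 10 genes were called on day 1 in opposite directions. This number depends on the setting. It was 4 with same-day controls, 17 with the controls of days 3 and 7, and 7 to 14 with 1 array left out. Nupr1 and Spink1 rose after Cd and fell after Cr, where independent calls would give 6.76 such probe sets. Among those that fell after Cd and rose after Cr were Akr7a3, Gsta3, Ccnd1, Mybl1, Aldh1a1, Cyp17a1 and Vxn. This direction held 9 probe sets, where 8.40 would be expected. Mybl1, a relative of the Myb transcription factor, had log2 fold changes of -1.17 (SE 0.29, adjusted p = 0.00253) after Cd and 1.80 (SE 0.35, adjusted p = 8.31e-05) after Cr. Vxn, which the paper names RGD1561849, had -0.86 (SE 0.21, adjusted p = 0.00274) and 1.59 (SE 0.34, adjusted p = 0.000281). The aldehyde reductase gene Akr7a3 had -1.56 (SE 0.34, adjusted p = 0.000689) and 1.70 (SE 0.30, adjusted p = 1.8e-05).

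Ccnd1, which encodes cyclin D1, had -1.06 (SE 0.32, adjusted p = 0.0117) after Cd and 0.96 (SE 0.25, adjusted p = 0.00194) after Cr, with a further probe set in the same directions. Its Cd call was lost with same-day controls (-0.88) and without exposed replicate 1 (-0.97) or 2 (-0.89). The glutathione transferase gene Gsta3 had -1.45 (SE 0.43, adjusted p = 0.0116) and 2.01 (SE 0.48, adjusted p = 0.00078). Its Cr call was lost with same-day controls (1.10), and its Cd call without replicate 2 (-1.29) or 4 (-1.27).

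Spink1, a trypsin inhibitor gene, was opposite on 1 probe set, with 0.99 after Cd and -1.18 after Cr. Its brightest probe set had 3.45 (SE 0.62, adjusted p = 9.24e-05) after Cd and -0.25 (SE 0.35, adjusted p = 0.555) after Cr. The Cd value was 2.73 with same-day controls and 4.07 without replicate 5. Nupr1, a stress-induced nuclear protein gene, had 1.21 (SE 0.41, adjusted p = 0.0266) after Cd. That call was lost with array weights (1.13), with the controls of days 3 and 7 (0.95), and without replicate 1 (1.23), 4 (1.15) or 5 (1.11). After Cr, Nupr1 had -0.89 (SE 0.32, adjusted p = 0.0213). The Cr call was lost with same-day controls (-0.46) and without replicate 1 (-0.62), 3 (-0.81) or 4 (-0.71).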

**Fig 6:**
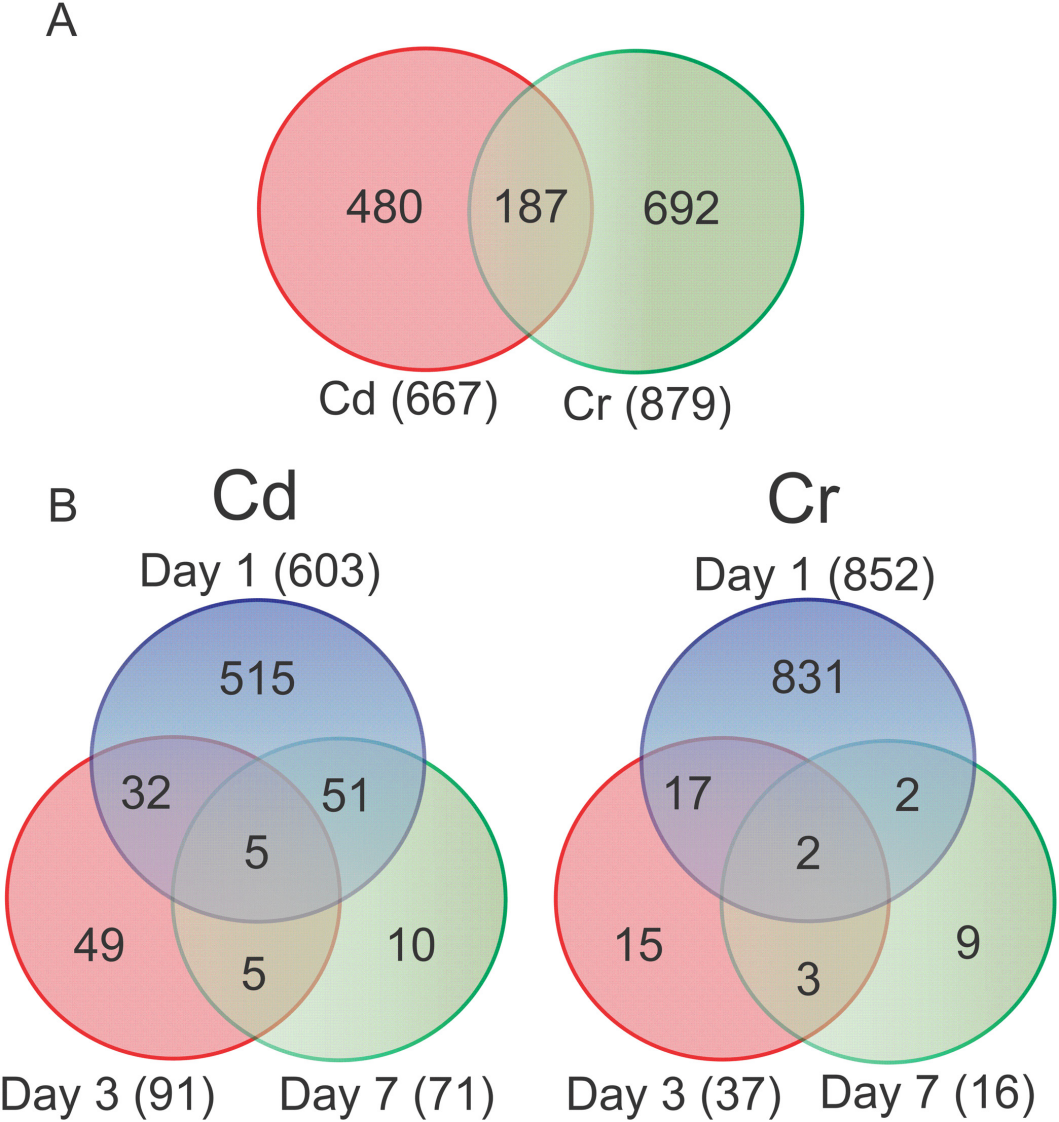
Differentially expressed probe sets and persistent changes in expression following Cd or Cr exposure in the liver. Venn diagrams of (A) total probe sets from all time points for each metal and (B) probe sets on each day included for enrichment analysis. Probe sets were considered significant with a fold-change ≥ 1.8 or ≤ -1.8 and either an FDR < 0.05 (day 1) or unadjusted *p*-value < 0.05 (days 3 and 7).

**Table 1:** Differentially expressed probe sets in Cd and Cr exposed livers with each selection criteria.

# Significant Probe sets	Cd			Cr		
	Day 1	Day 3	Day 7	Day 1	Day 3	Day 7
Total	603	56(91)	0(71)	852	0(37)	0(16)
Up-regulated	304	49(79)	0(24)	489	0(25)	0(10)
Down-regulated	299	7(12)	0(47)	363	0(12)	0(6)

Number of probe sets included for further analysis. Probe sets were considered significant with a fold-change ≥ 1.8 or ≤ -1.8 and an FDR < 0.05. Values in parentheses are probe sets included for analysis that met the fold-change cutoff and had an unadjusted *p*-value < 0.05, but did not meet the FDR cutoff.

We performed a functional enrichment analysis in Ingenuity Pathway Analysis (IPA) software using the differentially expressed genes at each time point to identify cellular processes affected by exposure. A pathway was considered significantly enriched with a Fisher’s Exact test *p*-value ≤ 0.05 and including at least 3 genes. The same genes were often found in multiple enriched pathways, which is a bias inherent in any enrichment analysis [64]. There were no enriched pathways after Cr exposure on day 7. The majority of the IPA canonical pathways identified represent six broad categories (Table B in S2 File), including oxidative stress, DNA damage, cell cycle, inflammation, lipid metabolism, and amino-acid metabolism. There were thirteen pathways that were common to both exposures. The majority of the identified inflammation pathways were found after Cd exposure, and pathways were identified at all three time points. 

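Genes of the interferon response and the acute phase rose on day 1 after Cd. Mx2, an antiviral GTPase gene, rose with a log2 fold change of 2.77 (SE 0.23, adjusted p = 2.93e-10), and Oas1a, an antiviral enzyme gene, rose by 2.64 (SE 0.26, adjusted p = 7.29e-09). Of the 35 interferon response genes, 34 rose, 0 fell and 1 did not pass, or 34 and 0 adjusted over the list alone. As a list they had a median of 1.08 and were higher than the other genes in camera (adjusted p = 3.72e-24, and adjusted p = 0.118 with an estimated correlation). Lbp, which encodes the lipopolysaccharide-binding protein, rose by 3.23 (SE 0.33, adjusted p = 1.9e-08), and by 2.58 with same-day controls. Of the 21 acute phase protein genes, 17 rose, 0 fell and 4 did not pass, or 19 and 0 adjusted over the list alone. These genes had a median of 0.52 and were higher than the other genes in camera (adjusted p = 2.68e-10, and adjusted p = 0.183 with an estimated correlation).

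Cebpd, a transcription factor of the acute phase, rose by 2.32 (SE 0.18, adjusted p = 1.9e-10). Of the 18 NF-kB targets and regulators, 13 rose, 0 fell and 5 did not pass, or 15 and 0 adjusted over the list alone. With a median of 0.71 they were higher than the other genes in camera (adjusted p = 3.74e-07, and adjusted p = 0.198 with an estimated correlation). Complement genes were split on day 1: of the 22 complement genes, 10 rose, 7 fell and 5 did not pass, or 11 and 7 adjusted over the list alone. Their median was 0.18, their mean -0.31, opposite in sign, and they were not separated from the other genes in camera (adjusted p = 0.336, and adjusted p = 0.795 with an estimated correlation). Cfd, complement factor D, fell with -2.32 (SE 0.31, adjusted p = 1.17e-06). The complement genes C1qa and C1qc, made in Kupffer cells, fell with -3.72 (SE 0.32, adjusted p = 9.85e-10) and -3.18 (SE 0.28, adjusted p = 1.07e-09), and without replicate 5 with -4.54 and -3.87.

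Mx1, an antiviral gene, had, on day 3 after Cd, 1.39 (SE 0.20, adjusted p = 0.000278). Of the 35 interferon genes, 9 rose, 0 fell and 26 did not pass, or 17 and 0 adjusted over the list alone, and 5 rose with same-day controls. The day 3 median was 0.36, with the genes higher than the other genes in camera (adjusted p = 1.21e-10, and adjusted p = 0.216 with an estimated correlation). By day 7 the median was 0.12, again higher than the other genes in camera (adjusted p = 0.000171, and adjusted p = 0.528 with an estimated correlation), with 0 genes rising, and without replicate 5 the day 7 call was lost (adjusted p = 0.0613). Day 3 acute phase genes had a median of 0.15, with 2 rising, and were higher than the other genes in camera (adjusted p = 2.5e-06, and adjusted p = 0.367 with an estimated correlation). Complement genes on day 3 had a median of 0.24, with 3 rising (1 with same-day controls), and were higher than the other genes in camera (adjusted p = 1.36e-06, and adjusted p = 0.178 with an estimated correlation). There were 4 exposed arrays on day 1 and 5 on day 3, against 15 controls.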

The enrichment of IPA canonical pathways unique to each metal exposure was also examined (Table C in S2 File). The first analysis examined the remaining pathways that were not included in the above categories, and yielded three pathways unique to Cd exposure and eight unique to Cr exposure. Next, pathway enrichment was examined using the DEG sets unique to each metal exposure. After filtering out pathways already identified in Table B and the previous analysis, there were an additional three unique pathways for Cd and six pathways for Cr. Unfortunately, these analyses did not reveal any additional insight into the mechanisms of toxicity. The majority of enriched pathways identified could be classified into one of six response categories discussed in this manuscript, while others are enriched for non-specific intracellular signal transduction genes (e.g., G-protein coupled receptor subunits, kinases). The rest of the identified pathways from the enrichment analyses using the exposure specific genes were the same pathways identified in our original analysis. This is an expected finding with enrichment analyses in general and is related to the distribution of differentially expressed genes above and below the significance threshold (i.e., false negatives in one of the chemicals but not the other). The only potentially interesting finding is the enrichment of the Estrogen Biosysthesis and Androgen Biosysthesis canonical pathways after Cr exposure. The rate limiting enzyme in androgen synthesis (Cyp17a1) is up-regulated while genes further down the pathway are down-regulated. This would appear to result in an accumulation of androstenedione. This precursor could feed into the Estrogen Biosynthesis pathway; however, all of the genes identified in this pathway were down-regulated. 

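Cyp17a1, which encodes the steroid 17 alpha-hydroxylase, rose on day 1 after Cr with a log2 fold change of 1.04 (SE 0.26, adjusted p = 0.00111), from 5 exposed and 15 control arrays. It fell on day 1 after Cd with -2.06 (SE 0.28, adjusted p = 2.08e-06). Its day 3 value after Cr was 1.05 (SE 0.26, unadjusted p = 0.00032, adjusted p = 0.0572) in limma. The day 1 call after Cr was lost with same-day controls, where the value was 0.71.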

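Of the 13 steroid hormone synthesis genes, 1 rose, 9 fell and 3 did not pass, or 1 and 9 adjusted over the list alone. They had a median log2 fold change of -0.35 on day 1 after Cr and were lower than the other genes in camera (adjusted p = 0.00254, and adjusted p = 0.333 with an estimated correlation). Hsd17b13, a hydroxysteroid dehydrogenase gene, had -0.53 (SE 0.12, adjusted p = 0.000363), and Hsd17b11 had -0.51 (SE 0.07, adjusted p = 4.7e-07). Both values come from 5 exposed and 15 control arrays. After Cd, of the 13 such genes, 1 rose, 7 fell and 5 did not pass, or 1 and 8 adjusted over the list alone. The Cd median was -0.22, and the genes were lower than the other genes in camera (adjusted p = 0.00124, and adjusted p = 0.17 with an estimated correlation).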

The biological significance of these observations is unknown.

Functional annotation clustering data using biological process GO terms in DAVID supported the pathway analysis (S2 File). Of the six statistically significant clusters for Cd, two contained inflammation related processes, and one was enriched for cell cycle processes. 

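Genes for making ribosomes rose almost without exception on day 1 after Cr. Gar1, a nucleolar protein gene, rose with a log2 fold change of 1.71 (SE 0.13, adjusted p = 3.81e-11), from 5 exposed and 15 control arrays. Nop58, another nucleolar protein gene, rose by 1.59 (SE 0.13, adjusted p = 7.77e-11), and Wdr43 by 1.56 (SE 0.11, adjusted p = 1.09e-11). Of the 37 ribosome biogenesis and MYC target genes, 36 rose, 0 fell and 1 did not pass, or 36 and 0 adjusted over the list alone. Their median was 1.00, and they were higher than the other genes in camera (adjusted p = 3.78e-15, and adjusted p = 0.239 with an estimated correlation). On day 3 they had a median of 0.11, and as a list they were higher than the other genes in camera (adjusted p = 2.31e-06, and adjusted p = 0.534 with an estimated correlation).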

Of the three significant clusters for Cr, two were enriched for RNA processing and DNA replication. In addition, the DNA replication KEGG pathway was also enriched after Cr exposure.

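Rfc3, a subunit of the clamp loader in replication, rose with a log2 fold change of 0.86 (SE 0.12, adjusted p = 1.15e-06) on day 1 after Cr. Of the 25 DNA synthesis genes, 14 rose, 1 fell and 10 did not pass, or 15 and 1 adjusted over the list alone, where 9 rose with same-day controls. With a median of 0.24 they were higher than the other genes in camera (adjusted p = 0.0452, and adjusted p = 0.721 with an estimated correlation). The list call was lost with same-day controls (adjusted p = 0.302), with a mean log2 signal of 6 or more (adjusted p = 0.168) and with both metals in 1 fit (adjusted p = 0.0546). The values come from 5 exposed and 15 control arrays. Enrichment in KEGG was not analysed here.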

The activation or inhibition of transcriptional regulators (TRs) was predicted by IPA and used to improve our understanding of the regulatory pathways involved in responses to Cd and Cr toxicity. IPA defines a TR as any molecule that can affect the expression of another molecule, including transcription factors, cytokines, microRNAs, receptors, kinases, chemicals and drugs. Functional activation of the TR was determined by calculating a z-score based on the differential expression of downstream gene targets and comparing their change in expression after exposure to what is known about how activating or inhibiting a particular TR would influence that gene. There were 27 TRs identified after Cd exposure and 17 following Cr exposure, with eight in common for both metals (RELA, MYC, MYCN, BRCA1, IRF1, IRF7, TRIM24, and STAT3; Table 2). 

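Myc itself had a log2 fold change of 0.32 (SE 0.32, adjusted p = 0.49) on day 1 after Cd and 0.83 (SE 0.33, adjusted p = 0.0332) after Cr. The Cr call was lost with quantile normalization again (0.73), with the controls of days 3 and 7 (0.74) and without replicate 1 (0.65), 3 (0.78) or 4 (0.75). The difference between metals was -0.51 (SE 0.48, adjusted p = 0.438). Cad, an enzyme gene of pyrimidine synthesis, had 0.60 (SE 0.10, adjusted p = 2.66e-05) after Cd, and the nucleolar methyltransferase gene Fbl had 0.51 (SE 0.08, adjusted p = 5.18e-06). The Cd values were measured on 4 exposed arrays. After Cd, of the 37 ribosome biogenesis and MYC target genes, 19 rose, 0 fell and 18 did not pass, or 21 and 0 adjusted over the list alone. Their Cd median was 0.24, and they were higher than the other genes in camera (adjusted p = 4.52e-05, and adjusted p = 0.518 with an estimated correlation). The Cd minus Cr difference had a median of -0.74 (adjusted p = 9.56e-13 in camera, adjusted p = 0.227 with an estimated correlation). Both metals' day 1 medians lie above 0 for these genes, and on day 7 after Cd the median was -0.10, with the genes lower than the other genes in camera (adjusted p = 0.00408, and adjusted p = 0.649 with an estimated correlation). That day 7 call was lost without replicate 5 (adjusted p = 0.0712). Predicted regulators were not analysed here.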

In most cases the predicted activation is similar between Cd and Cr, however, MYC related regulators are predicted to be inhibited after Cd exposure and activated after Cr exposure. 

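Obp3, a male-biased gene, fell on day 1 after Cr with a log2 fold change of -1.15 (SE 0.19, adjusted p = 6.06e-06). The male-biased cytochrome Cyp2a2 fell with -1.13 (SE 0.12, adjusted p = 4.08e-09), and Igfals, which encodes a carrier of insulin-like growth factors, with -0.85 (SE 0.09, adjusted p = 3.6e-09). Of the 17 growth hormone and sex-dimorphic genes, 2 rose, 12 fell and 3 did not pass, or 2 and 12 adjusted over the list alone. These genes had a median of -0.44 on day 1 and were lower than the other genes in camera (adjusted p = 6.86e-06, and adjusted p = 0.0817 with an estimated correlation). Day 3 gave a median of -0.04, with the genes not separated from the other genes in camera (adjusted p = 0.17, and adjusted p = 0.518 with an estimated correlation). Cish, a target of STAT5, had 0.22 (SE 0.40) on day 3 and -1.58 (SE 0.40, unadjusted p = 0.0004, adjusted p = 0.496) on day 7 in limma. After Cd on day 1, of the 17 genes of the list, 1 rose, 7 fell and 9 did not pass, or 1 and 8 adjusted over the list alone, and they were lower than the other genes in camera (adjusted p = 0.00742, and adjusted p = 0.372 with an estimated correlation). Each Cr value comes from 5 exposed and 15 control arrays.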

Besides what was observed on day 1, there is little temporal information in the Cr data, as only STAT5A was predicted to be activated on day 3 and there were none on day 7. Almost half of the significant TRs related to DNA damage or the cell cycle (TP53, MYC, FOXM1, and E2F2) on day 1 are also significant on day 7; however, there were no TRs identified in this category on day 3. This is consistent with the number of common genes differentially expressed between days (Fig 6), where more are in common between day 1 and day 7 than day 1 and day 3. 

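Cdkn3, a phosphatase of cyclin-dependent kinases, had a log2 fold change of -2.29 (SE 0.47, adjusted p = 0.000419) on day 1 after Cd, -0.52 (SE 0.43) on day 3 and -1.83 (SE 0.43, unadjusted p = 0.000218, adjusted p = 0.0887) on day 7 in limma. With same-day controls its day 1 value was -3.06. Of the 38 G2/M and mitosis genes, 0 rose, 0 fell and 38 did not pass, or 0 and 37 adjusted over the list alone, on day 7. Their day 7 median was -0.84, and they were lower than the other genes in camera (adjusted p = 1.14e-27, and adjusted p = 0.226 with an estimated correlation). With same-day controls the day 7 median was -0.50. With pooled controls it was -0.57 without exposed liver 2 of day 7, and -0.83 to -0.99 without any other single exposed liver. The mean signal of the list was 4.88 to 6.68 in the exposed livers of day 7 and 6.30 to 6.73 in their same-day controls. The size of the day 7 fall therefore depends in part on 1 liver. On day 3 their median was -0.21, and they were lower than the other genes in camera (adjusted p = 0.00124, and adjusted p = 0.771 with an estimated correlation), and the day 3 direction turned with same-day controls (adjusted p = 0.217).

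Plk2, a kinase gene induced by p53, had -0.70 (SE 0.13, adjusted p = 0.000135) on day 1 after Cd. Of the 19 p53 target genes, 2 rose, 5 fell and 12 did not pass, or 3 and 5 adjusted over the list alone, on day 1. These targets had a median of -0.09 and were not separated from the other genes in camera (adjusted p = 0.269, and adjusted p = 0.595 with an estimated correlation). On day 3 they had -0.001 and on day 7 -0.01, with 0 rising and 0 falling on day 3 and 0 and 0 on day 7. Day 1 has 4 exposed arrays, and days 3 and 7 have 5 each.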

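Kif20a, a mitotic kinesin gene, had a log2 fold change of -2.21 (SE 0.39, adjusted p = 6.42e-05) on day 1 after Cd and -1.40 (SE 0.36, unadjusted p = 0.000485, adjusted p = 0.125) on day 7 in limma. Its day 1 value was -3.10 with same-day controls, measured on 4 exposed arrays. For Cd, 43 probe sets were called on both day 1 and day 3, 37 higher and 6 lower, where independent calls would share 1.70 and 0.223. Day 1 and day 7 shared 57 calls. Of these, 11 were higher on both days, where 0.442 were expected, 44 were lower on both, where 0.892 were expected, and 2 were opposite. The 2 overlaps differ in direction, with 37 of 43 higher in the first and 44 of 57 lower in the second. Without exposed liver 2 of day 7, days 1 and 7 shared 23 calls, 6 higher, 12 lower and 5 opposite, fewer than days 1 and 3. Days 1 and 3 shared 28 without exposed liver 3 of day 3 and 69 without liver 5. With same-day controls the 2 overlaps were 44 and 30, and with array weights 48 and 28, so that days 1 and 3 shared more.

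The days share their control arrays, which by itself makes their log2 fold changes correlate. The Pearson r across probe sets was 0.428 between days 1 and 3, and 0.235 in simulations with shared controls alone. Between days 1 and 7 it was 0.365 and the simulated value was 0.207. Both lie inside the range of the simulations, in which the central 95% of the values reached up to 0.722 and 0.661. The covariances were 0.0314 and 0.0236, against 0.00349 and 0.00300 in the simulations. With the controls split between the days, r was 0.370 and 0.300, and the shared calls numbered 44 and 45.5. The simulations shared 0 calls for both pairs of days. They hold shared controls alone and no effect of exposure, so few day 1 calls could arise in them to be shared. This number therefore does not decide how far shared controls add to the observed overlaps.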

TRs related to inflammation were identified for all days after Cd exposure and on days 1 and 3 after Cr exposure. 

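Bcl3, an NF-kB regulator, rose with a log2 fold change of 1.22 (SE 0.16, adjusted p = 1.77e-07) on day 1 after Cr, from 5 exposed and 15 control arrays. Icam1, an adhesion molecule gene, rose by 0.95 (SE 0.12, adjusted p = 1.58e-07), and the acute phase gene Lbp by 1.13 (SE 0.20, adjusted p = 2.92e-05). Of the 18 NF-kB targets and regulators, 12 rose, 0 fell and 6 did not pass, or 12 and 0 adjusted over the list alone, after Cr. With a median of 0.31, these genes were higher than the other genes in camera (adjusted p = 0.0284, and adjusted p = 0.372 with an estimated correlation). The call was lost with both metals in 1 fit (adjusted p = 0.122) and without replicate 2 (adjusted p = 0.0531). Of the 21 acute phase protein genes, 10 rose, 2 fell and 9 did not pass, or 10 and 2 adjusted over the list alone, after Cr, with a median of 0.24, and they were not separated from the other genes in camera (adjusted p = 0.225, and adjusted p = 0.805 with an estimated correlation). By day 3 after Cr, 0 NF-kB genes and 0 acute phase genes rose.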

The activation states of the TRs identified at more than one time point did not change.

**Table 2:** Activation or inhibition of selected transcriptional regulator activity predicted by IPA.

Oxidative stress							
Cd				Cr			
Upstream regulator	Predicted Activation State	Day	z-score	Upstream regulator	Predicted Activation State	Day	z-score
NUPR1	Activated	7	3.16	NFE2L2	Activated	1	2.76
RELA*	Activated	1	2.73	ATF4	Activated	1	2.73
NFKBIA	Activated	1, 3	2.55, 2.54	NFKB1	Activated	1	2.42
FOXO3	Activated	1	2.02	RELA*	Activated	1	2.02
**DNA damage/Cell cycle**							
**Cd**				**Cr**			
Upstream regulator	Predicted Activation State	Day	z-score	Upstream regulator	Predicted Activation State	Day	z-score
TP53	Activated	1, 7	3.56, 2.14	MYC**	Activated	1	3.83
MYC**	Inhibited	1, 7	-3.25, -2.85	HDAC1	Inhibited	1	-2.95
FOXM1	Inhibited	1, 7	-3.25, -2.31	MYCN**	Activated	1	2.49
MYCN**	Inhibited	1	-2.43	HDAC2	Inhibited	1	-2.16
TP73	Activated	1	2.36	BRCA1*	Activated	1	2.07
PML	Activated	1	2.35				
E2F2	Inhibited	1, 7	-2.24, -2.24				
CDKN2A	Activated	1	2.14				
BRCA1*	Activated	1	2.06				
YBX1	Inhibited	3	-2.09				
**Inflammation**							
**Cd**				**Cr**			
Upstream regulator	Predicted Activation State	Day	z-score	Upstream regulator	Predicted Activation State	Day	z-score
IRF7*	Activated	1, 3	5.24, 2.45	STAT3*	Activated	1	2.61
TRIM24*	Inhibited	1, 3	-5.24, -2.45	TRIM24*	Inhibited	1	-2.45
IRF3	Activated	1	4.20	NFIX	Inhibited	1	-2.41
IRF5	Activated	1	3.91	IRF7*	Activated	1	2.39
STAT1	Activated	1	3.65	NCOA2	Activated	1	2.20
IRF1*	Activated	1	3.58	IRF1*	Activated	1	2.15
STAT4	Activated	1, 3	3.33, 2.43	JUN	Activated	1	2.11
FOXO1	Inhibited	7	-2.97	STAT5A	Activated	3	2.00
STAT5B	Inhibited	1	-2.80				
STAT3*	Activated	1	2.79				
STAT2	Activated	1	2.56				
TCF3	Activated	1, 7	2.50, 2.65				
NR1H3	Inhibited	1	-2.45				
NR1H2	Inhibited	1	-2.10				
IGF2BP1	Activated	3	2.00				

Predicted activation or inhibition of activity for selected Transcriptional Regulators (TR) predicted by IPA based on the gene response. A number of transcriptional regulators identified are associated with the pathways in Table B in S2 File. Some regulators may be associated with more than one pathway or stress response, but appear in this table only once.

*The same TR is identified for both metals.

**The same TR is differentially affected between Cd and Cr.

## Discussion

The toxic industrial metals Cr and Cd pose an occupational and environmental exposure risk to both the general population and military personnel. Adverse health effects following acute occupational or accidental exposures of either metal include a range of mild gastrointestinal issues like nausea, vomiting, and diarrhea to more serious effects such as renal or hepatic damage, organ failure, and even death [18,65]. Rats were injected intraperitoneally with CdCl_2_ or Na_2_Cr_2_O_7_, and we examined the responses in the liver at 1, 3, and 7 days post-exposure. ROS levels increased with time post exposure and correlated with markers of lipid peroxidation and DNA damage. Analysis of the transcriptomic responses after Cd and Cr exposure in the liver suggest a persistent inflammatory response may be partially responsible. These insights into the molecular mechanisms of metal toxicity have also revealed potential biomarkers of metal exposure and effect.

### Oxidative stress

The cellular oxidative stress response is affected by a diverse group of environmental and internal stimuli which are characterized by their ability to induce ROS. While Cd indirectly induces ROS by altering the intracellular redox balance via substitution on metalloproteins and glutathione depletion [22,66], Cr induced ROS is primarily due to participation in Fenton-like redox cycling [21]. Both Cd and Cr induced ROS, including •OH and H_2_O_2_ (Figs 2 and 3), which increased with time from exposure. The lack of H_2_O_2_ induction at the early time points (Fig 3) could be due to it being consumed via Fenton-like reactions as Cr(VI) is reduced to Cr(III). Following Cd exposure, the late appearance of ROS may have been the result of an oxidative burst from a sustained inflammatory response and activation of Kupffer cells [56], as evidenced by the persistent up-regulation of inflammation related genes (Fig B in S1 File; Table B in S2 File).

ROS can induce direct cellular injury via radical reactions with proteins, DNA, and lipids. We observed increased lipid peroxidation, after both Cd and Cr exposures, which were sustained for the length of the experiment for most doses (Fig 4). As lipid peroxidation often accompanies rather than causing cell death [59], the data suggests that liver injury is likely occurring at the high dose of Cd and all doses of Cr. Additionally, we can speculate that, at the low dose of Cr, the liver was able recover from the initial insult and regain its membrane integrity.

While the mechanisms of metal-induced generation of ROS may differ, their resulting effects on cell signaling appear to result from a common mechanism [67–72]. Differentially expressed gene lists for both metals were enriched for the same oxidative stress associated pathways, including the prototypical nuclear factor erythroid 2-related factor 2 (Nrf2) pathway. The Nrf2 pathway is highly conserved across vertebrates and controls the expression of an array of antioxidant response element—dependent genes (drug metabolizing enzymes/transporters, antioxidant enzymes/proteins, and oxidant signaling proteins) to regulate the physiological and pathophysiological outcomes of ROS exposure[73]. Classical Nrf2 regulated detoxification genes were affected. For example, the NAD(P)H:quinone oxidoreductase-1 (*Nqo1*) gene was up-regulated by Cd and Cr, while heme oxygenase-1 (*Hmox1*) was induced by Cd.

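Nqo1 rose on day 1 with a log2 fold change of 1.40 (SE 0.35, adjusted p = 0.00255) after Cd and 1.96 (SE 0.17, adjusted p = 2.47e-10) after Cr. Hmox1 rose by 1.27 (SE 0.27, adjusted p = 0.000619) after Cd. After Cr it had 0.46 (SE 0.16, adjusted p = 0.0171), below the 1.8-fold threshold, and that FDR call was lost with same-day controls (0.44), with quantile normalization again (0.37), with both metals in 1 fit (0.46) and without replicate 1 (0.38). The difference in Hmox1 between the metals was 0.81 (SE 0.32, adjusted p = 0.0434). Srxn1, which encodes sulfiredoxin, rose after Cr by 1.44 (SE 0.25, adjusted p = 1.82e-05) and had -0.20 (SE 0.17) after Cd.

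Of the 25 NRF2 target genes, 3 rose, 8 fell and 14 did not pass, or 3 and 9 adjusted over the list alone, after Cd. Their Cd median was -0.13, and they were not separated from the other genes in camera (adjusted p = 0.092, and adjusted p = 0.636 with an estimated correlation). After Cr, of the 24 NRF2 target genes tested, 15 rose, 2 fell and 7 did not pass, or 15 and 2 adjusted over the list alone. Their Cr median was 0.44, and they were not separated from the other genes in camera (adjusted p = 0.179, and adjusted p = 0.812 with an estimated correlation). The difference between metals on this list had a median of -0.55 (adjusted p = 0.000721 in camera, adjusted p = 0.4 with an estimated correlation). The day 1 comparisons used 4 exposed arrays for Cd, 5 for Cr and 15 controls each.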

Exposure to both metals increased the expression of MT genes *Mt1a and Mt2a*. 

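Mt2A rose on day 1 with a log2 fold change of 4.35 (SE 0.59, adjusted p = 1.74e-06) after Cd and 2.31 (SE 0.37, adjusted p = 6.45e-06) after Cr. Mt1a is read by a probe set that is annotated to Mt1f, Ttr and Mt1. It rose by 3.67 (SE 0.69, adjusted p = 0.000154) after Cd and 1.71 (SE 0.55, adjusted p = 0.0101) after Cr. The Cr call of this probe set was lost with same-day controls (1.06) and without replicate 3 (1.37) or 5 (1.21). Both genes encode metallothioneins, which bind Cd and zinc. The comparisons used 4 exposed arrays for Cd, 5 for Cr and 15 controls for each.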

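On day 3 after Cd, Mt2A had a log2 fold change of 1.80 (SE 0.54, unadjusted p = 0.00256, adjusted p = 0.0716) and Mt1a had 1.88 (SE 0.64, unadjusted p = 0.00613, adjusted p = 0.116) in limma. On day 7 after Cd, the values were 1.73 (SE 0.54, unadjusted p = 0.00348, adjusted p = 0.208) and 1.95 (SE 0.64, unadjusted p = 0.00464, adjusted p = 0.214). On day 3 after Cr, Mt2A had 0.20 (SE 0.37) and Mt1a 0.19 (SE 0.55). On day 7 after Cr, Mt2A had 1.60 (SE 0.37, unadjusted p = 0.000181, adjusted p = 0.444) and Mt1a 2.34 (SE 0.55, unadjusted p = 0.000213, adjusted p = 0.444). Each group has 5 exposed arrays and 15 controls.

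All the Cd values of days 3 and 7 and the Cr values of day 7 passed the unadjusted criterion and not the FDR. Mt1a had 1 liver apart from the rest of its group on day 3 after Cd, with a log2 signal of 8.45 where the others had 11.71 to 12.98. Another was apart on day 7 after Cr, with 11.08 where the others had 11.78 to 12.06.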

MT gene levels remained elevated out to day 7 after Cd exposure, while after Cr exposure there was a biphasic response, as levels were elevated on days 1 and 7 but were at control levels on day 3. The initial increase in MT expression is likely a response to the Cr itself. Cr levels are highest on day 1 and have dramatically decreased by day 3 (Fig 1) and the expression of MT genes follows this same trend. The secondary induction on day 7 may be occurring in response to the presence of redox active metals, such as Fe and Zn, released from damaged metalloproteins, which could also account for the increases in H_2_O_2_ and •OH observed.

GSH plays an important role in ROS detoxification, and GSH-related genes are also known to be regulated by Nrf2 [74]. 

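Gclc fell on day 1 after Cd with a log2 fold change of -1.14 (SE 0.13, adjusted p = 1.43e-07) and had 0.18 (SE 0.10, adjusted p = 0.126) after Cr. The difference between metals was -1.32 (SE 0.17, adjusted p = 2.47e-08). The transferase genes Gstm1 and Mgst3 fell after Cd with -1.03 (SE 0.11, adjusted p = 1.58e-08) and -1.85 (SE 0.19, adjusted p = 1.2e-08). Of the 25 glutathione enzymes and transferases, 0 rose, 20 fell and 5 did not pass, or 0 and 20 adjusted over the list alone, on day 1 after Cd. They had a median of -0.44 and were lower than the other genes in camera (adjusted p = 2.99e-09, and adjusted p = 0.126 with an estimated correlation).

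After Cr, Mgst3 fell with -0.94 (SE 0.10, adjusted p = 3.32e-09). Of the 25 glutathione genes, 6 rose, 8 fell and 11 did not pass, or 6 and 8 adjusted over the list alone, on day 1 after Cr. The Cr median was -0.09, and the genes were not separated from the other genes in camera (adjusted p = 0.0653, and adjusted p = 0.534 with an estimated correlation). There were 4 exposed arrays for Cd, 5 for Cr and 15 controls for each.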

Surprisingly, *Gclc* (a subunit of the rate-limiting enzyme in GSH synthesis) as well as multiple glutathione-S transferase genes were either unaffected or down-regulated in our experiment. This apparent contradiction may have been due to our sample collection times, as *Gclc* gene and protein levels peak in other cell types around 6–12 h after Cd exposure *in vitro* [75], whereas our first sample was not taken for 24 h. Additionally, when p53 is activated by oxidative stress and DNA damage, as is seen in our data, it has been reported to suppress Nrf2-mediated transcription [76]. The reduction in cellular GSH related genes may also reflect the induction of apoptosis in the hepatocytes, as the release of cellular GSH and the creation of a more oxidized intracellular environment have been demonstrated to be an important step in the induction and/or progression of apoptosis [77–79].

### Lipid and amino acid metabolism

The enrichment of pathways related to lipid and amino-acid metabolism are likely to represent the cell’s response to energy deprivation and protein damage due to oxidative stress. 

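Bhmt, which encodes the betaine-homocysteine methyltransferase, fell on day 1 with a log2 fold change of -2.41 (SE 0.14, adjusted p = 2.38e-13) after Cd and -1.27 (SE 0.14, adjusted p = 1.33e-08) after Cr. Gpt, the alanine aminotransferase gene, fell with -1.03 (SE 0.25, adjusted p = 0.00208) and -1.46 (SE 0.25, adjusted p = 1.34e-05). Of the 45 urea cycle and amino acid catabolism genes, 2 rose, 32 fell and 11 did not pass, or 3 and 34 adjusted over the list alone, after Cd. Their median was -0.42, and they were lower than the other genes in camera (adjusted p = 1.27e-13, and adjusted p = 0.118 with an estimated correlation). After Cr, of the 45 same genes, 3 rose, 37 fell and 5 did not pass, or 3 and 38 adjusted over the list alone. The Cr median was -0.73, with the genes lower than the other genes in camera (adjusted p = 3.32e-14, and adjusted p = 0.198 with an estimated correlation). The difference between the metals had a median of 0.31 (adjusted p = 0.00173 in camera, adjusted p = 0.56 with an estimated correlation). Day 1 has 4 exposed arrays for Cd, 5 for Cr and 15 controls for each.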

Many of the same pathways in the Amino Acid Metabolism category enriched in DEG lists for Cd exposure were also identified after Cr exposure, suggesting a common stress response. For example, all of the genes identified in the Superpathway of Citrulline Metabolism (*Ass1*, *Oat*, *Gls2* after both Cd and Cr exposure and *Prodh* and *Otc* after only Cr exposure) were down regulated early, but returned to control levels at later time points. These genes participate in amino acid degradation and the urea cycle, leading to an increase in amino acids available for protein synthesis [80]. Additionally, the decrease in *Otc* expression would allow for a shunting of carbamoyl phosphate from the urea cycle to the synthesis of pyrimidines for *de novo* nucleotide synthesis for DNA repair [81]. 

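Ass1 fell on day 1 with a log2 fold change of -1.18 (SE 0.14, adjusted p = 2.91e-07) after Cd and -0.85 (SE 0.14, adjusted p = 6.88e-06) after Cr. Gls2 fell with -1.15 (SE 0.14, adjusted p = 2.23e-07) and -1.40 (SE 0.14, adjusted p = 1.49e-09). Oat fell with -0.90 (SE 0.28, adjusted p = 0.0167) and -2.11 (SE 0.27, adjusted p = 2.03e-07). The Cd call of Oat was lost with array weights (-0.80) and without replicate 1 (-0.75) or 4 (-0.80). Prodh fell after Cr with -1.65 (SE 0.19, adjusted p = 1.88e-08) and had -0.27 (SE 0.14, adjusted p = 0.144) after Cd, with a difference between metals of 1.38 (SE 0.24, adjusted p = 1.11e-05). Otc fell after Cr with -0.86 (SE 0.06, adjusted p = 1.7e-11) and had -0.75 (SE 0.08, adjusted p = 1.65e-08) after Cd, with a difference of 0.11 (SE 0.10, adjusted p = 0.391).

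Of the 5 citrulline metabolism genes, 0 rose, 4 fell and 1 did not pass, or 0 and 4 adjusted over the list alone, after Cd, and they were lower than the other genes in camera (adjusted p = 0.000324, and adjusted p = 0.178 with an estimated correlation). After Cr, 5 fell, or 5 adjusted over the list alone, and they were lower than the other genes in camera (adjusted p = 4.52e-05, and adjusted p = 0.188 with an estimated correlation). The study chose these genes on these samples, so the list counts are not independent evidence. On day 3 the median was -0.10 after Cd and -0.13 after Cr, and on day 7 -0.03 and -0.09. With same-day controls the 2 medians were -0.12 and -0.04 on day 3 and 0.12 and -0.37 on day 7. No gene of the list passed the FDR on those days, when each group had 5 exposed arrays.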

Genes from the TR/RXR Activation pathway involved in gluconeogenesis and lipogenesis (*G6pc*, *Me1*, and *Spot14*, as well as *Pc* for Cr), were also down-regulated, which would be expected to result in an increase in ATP synthesis via glycolysis or the generation of reducing power via NADPH in the pentose phosphate pathway [82]. 

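Thrsp, which the paper calls Spot14, fell on day 1 with a log2 fold change of -1.58 (SE 0.31, adjusted p = 0.000263) after Cd and -1.58 (SE 0.25, adjusted p = 5.04e-06) after Cr. Me1 fell with -1.04 (SE 0.22, adjusted p = 0.000549) and -0.89 (SE 0.15, adjusted p = 1.5e-05). Pc fell after Cr with -1.24 (SE 0.13, adjusted p = 4.89e-09) and had -0.47 (SE 0.10, adjusted p = 0.000641) after Cd. The G6pc1 probe set, which is annotated to Psme3 and Aoc3 as well, fell with -1.03 (SE 0.29, adjusted p = 0.00686) after Cd and -1.39 (SE 0.24, adjusted p = 1.78e-05) after Cr. Its Cd call was lost with same-day controls (-0.57) and without replicate 1 (-0.68). A pair of other probe sets with the same annotation was higher after Cr, with G6pc1 values of 0.76 (SE 0.10) and 0.54 (SE 0.10). In Cr day 1 livers, the Thrsp signal of replicate 5 was 11.36, where the others had 9.39 to 9.94.

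Of the 20 fatty acid and triglyceride synthesis genes, 0 rose, 14 fell and 6 did not pass, or 0 and 14 adjusted over the list alone, after Cr. Their median was -0.69, and they were lower than the other genes in camera (adjusted p = 1.33e-06, and adjusted p = 0.118 with an estimated correlation). Scd, the stearoyl-CoA desaturase gene, fell with -1.96 (SE 0.37, adjusted p = 5.39e-05). After Cd, of the 20 lipid synthesis genes, 1 rose, 12 fell and 7 did not pass, or 1 and 13 adjusted over the list alone. The Cd median was -0.49, with the genes lower than the other genes in camera (adjusted p = 6.64e-05, and adjusted p = 0.372 with an estimated correlation). Pklr, the liver pyruvate kinase gene, fell with -1.49 (SE 0.15, adjusted p = 4.13e-09) after Cr. Of the 14 gluconeogenesis and glycolysis genes, 2 rose, 6 fell and 6 did not pass, or 2 and 6 adjusted over the list alone, after Cd, and they were not separated from the other genes in camera (adjusted p = 0.115, and adjusted p = 0.518 with an estimated correlation). After Cr, of the 14 glucose genes, 6 rose, 4 fell and 4 did not pass, or 6 and 4 adjusted over the list alone. Their medians were -0.18 and 0.08, and the Cr test left them not separated from the other genes in camera (adjusted p = 0.711, and adjusted p = 0.845 with an estimated correlation). The comparisons used 4 exposed arrays for Cd, 5 for Cr and 15 controls each.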

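On day 1 after Cr, Aldh1a1 rose with a log2 fold change of 1.77 (SE 0.44, adjusted p = 0.00107), from 5 exposed and 15 control arrays. The call was lost with same-day controls, where the value was 0.79. Aldh1a7 had 1.99 (SE 0.72), but its signal was below the filter and it was not tested. Aldh1b1, a mitochondrial enzyme gene, fell with -1.83 (SE 0.19, adjusted p = 3.87e-09). Of the 10 aldehyde dehydrogenase genes, 1 rose, 6 fell and 3 did not pass, or 1 and 7 adjusted over the list alone. As a list they had a median of -0.34 and were lower than the other genes in camera (adjusted p = 0.00317, and adjusted p = 0.183 with an estimated correlation).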

Common to a majority of the lipid metabolism pathways identified is the increased expression of cytosolic aldehyde dehydrogenase genes (*Aldh1a1* and *Aldh1a7*) after Cr exposure. These genes play a major role in the detoxification and cellular defense against oxidative damage induced by reactive lipid aldehydes [83,84]. A similar increase in aldehyde dehydrogenase genes was not observed after Cd exposure as there was not lipid peroxidation present at the dose selected for microarray analysis.

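After Cd, Aldh1a1 fell on day 1 with a log2 fold change of -1.25 (SE 0.37, adjusted p = 0.0108), from 4 exposed and 15 control arrays. The call was lost without replicate 1 (-1.05) or 4 (-1.02). Replicate 5 had a log2 signal of 10.06, where the others had 7.76 to 8.07. Aldh1l1, a folate enzyme gene, fell with -1.06 (SE 0.16, adjusted p = 9.7e-06). Of the 10 aldehyde dehydrogenases, 0 rose, 7 fell and 3 did not pass, or 0 and 7 adjusted over the list alone. The Cd median was -0.44, and the genes were lower than the other genes in camera (adjusted p = 0.00324, and adjusted p = 0.183 with an estimated correlation). The difference in Aldh1a1 between the metals was -3.02 (SE 0.60, adjusted p = 7.74e-05). The paper relates the Cr values to lipid peroxidation, which was not measured on the arrays.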

### DNA damage

The DNA damage response is a network of interacting signal transduction pathways, consisting of sensors, transducers and effectors, which together detect DNA lesions, signal their presence and promote their repair [85]. DNA damage can be caused by ROS arising from multiple sources, such as oxidative respiration, redox-cycling mediated by metals, or inflammatory processes mediated by macrophages and neutrophils. ROS can interact with DNA, leading to adduct formation that impairs base-pairing and/or blocks DNA replication and transcription, potentially leading to base loss and single or double DNA-strand breaks [86].

Both Cd and Cr have been reported to induce DNA damage and cell cycle arrest [16,54,55,62,87–89], and our data support these findings. DNA damage-related pathways were enriched at all time-points after Cd exposure, although we were unable to detect DNA strand breaks. 

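Rpa1, a subunit of the single-strand DNA binding protein, had a log2 fold change of -0.80 (SE 0.10, adjusted p = 2.75e-07) on day 1 after Cd and -0.001 (SE 0.10, adjusted p = 0.994) after Cr. Tk1, the thymidine kinase gene, had -0.65 (SE 0.15, adjusted p = 0.00137) after Cd and -0.19 (SE 0.18, adjusted p = 0.375) after Cr. Of the 24 DNA synthesis genes, 0 rose, 8 fell and 16 did not pass, or 2 and 9 adjusted over the list alone, on day 1 after Cd. Their Cd median was -0.14, and they were lower than the other genes in camera (adjusted p = 0.0338, and adjusted p = 0.649 with an estimated correlation). The call was lost without replicate 5 (adjusted p = 0.0833), without control replicate 2 of day 1 (adjusted p = 0.0521), with the controls of days 3 and 7 (adjusted p = 0.133) and with both metals in 1 fit (adjusted p = 0.0535). The day 7 median after Cd was -0.19, with 0 falling, or 6 adjusted over the list alone, and the genes were lower than the other genes in camera (adjusted p = 7.95e-07, and adjusted p = 0.239 with an estimated correlation). The difference between metals on day 1 had a median of -0.63 (adjusted p = 9.46e-05 in camera, adjusted p = 0.349 with an estimated correlation) over the 26 genes tested. Groups had 4 exposed arrays for Cd day 1 and 5 otherwise.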

A majority of the DEGs in these pathways appear to be down regulated following Cd exposure at both early and late time points (Fig B in S1 File), while more are up-regulated after Cr exposure. The enrichment of DNA damage and cell cycle regulation-associated pathways we observed are consistent with the *in vitro* and *in vivo* Cd-induced DNA damage reported by other groups [16,62,87–91].

Chromium has been shown to directly interact with DNA and cause damage by forming DNA adducts and causing DNA strand breaks via ROS induction [24,92]. A number of our observations after Cr exposure were consistent with previous *in vitro* exposures done in our lab [25]. Multiple genes involved in the pre-replication complex (*Mcm4*, *Mcm5*, *Mcm6*, *Mcm7*, *Cdt1*), which plays an important role in DNA replication and repair, are up-regulated after Cr exposure. These genes encode subunits of the minichromosome maintenance complex, which acts as a helicase in DNA replication. In addition, other genes involved in DNA replication and repair, such as replication protein A (*Rpa2*), flap structure-specific endonuclease 1 (*Fen1*), DNA polymerase ε (*Pole3*), and DNA polymerase δ (*Pold2*) are also up-regulated as a result of exposure to Cr, suggesting that there is an increase in DNA synthesis to repair the Cr-induced DNA damage or to allow for increased proliferation to replace damaged hepatocytes. 

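Mcm4 rose on day 1 after Cr with a log2 fold change of 1.39 (SE 0.14, adjusted p = 2.87e-09), Mcm5 with 0.92 (SE 0.15, adjusted p = 9.74e-06), Mcm6 with 1.63 (SE 0.25, adjusted p = 2.06e-06) and Mcm7 with 1.18 (SE 0.13, adjusted p = 2.01e-08). All 4 are subunits of the replicative helicase. Cdt1 had 1.20 (SE 0.14), but its signal was below the filter and it was not tested. After Cd, Mcm4 had 0.58 (SE 0.18, adjusted p = 0.0168) and Mcm6 0.02 (SE 0.28, adjusted p = 0.971). The Mcm4 call was lost with same-day controls (0.21) and without replicate 1 (0.55) or 4 (0.49). Of the 15 pre-replication complex genes, 10 rose, 1 fell and 4 did not pass, or 12 and 1 adjusted over the list alone, after Cr. They had a median of 0.59 and were higher than the other genes in camera (adjusted p = 0.0207, and adjusted p = 0.528 with an estimated correlation). The list call was lost with a mean log2 signal of 6 or more (adjusted p = 0.0783). After Cd, of the 14 such genes, 4 rose, 2 fell and 8 did not pass, or 4 and 2 adjusted over the list alone, and they were not separated from the other genes in camera (adjusted p = 0.897, and adjusted p = 0.977 with an estimated correlation). With same-day controls 1 rose after Cd. The Cr values come from 5 exposed and 15 control arrays.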

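Rpa2 rose on day 1 after Cr with a log2 fold change of 1.09 (SE 0.12, adjusted p = 1.1e-08), Fen1 with 0.90 (SE 0.12, adjusted p = 2.54e-07) and Pold2 with 0.97 (SE 0.13, adjusted p = 3.38e-07). The brightest Pole3 probe set had 0.49 (SE 0.08, adjusted p = 3.77e-06), below the 1.8-fold threshold. After Cd, Rpa2 had -0.05 (SE 0.12, adjusted p = 0.778) and Fen1 had 0.23 (SE 0.12, adjusted p = 0.151). Of the 7 replication and repair genes of the study that could be tested as a list after Cr, 7 rose, 0 fell and 0 did not pass, or 7 and 0 adjusted over the list alone, which leaves out Cdt1, below the filter, and Pole3, without a probe set of its own, and they were higher than the other genes in camera (adjusted p = 0.00113, and adjusted p = 0.453 with an estimated correlation). The study chose these genes on these samples, so this count is not independent evidence. Their median was 1.09 after Cr and 0.03 after Cd on day 1, and the Cd median was -0.20 with same-day controls. The Cr group has 5 exposed arrays. The paper proposes an increase in DNA synthesis for repair or for proliferation.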

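Apex1, the apurinic site endonuclease gene, rose on day 1 after Cr with a log2 fold change of 1.20 (SE 0.11, adjusted p = 4.5e-10). Tdg, a thymine glycosylase gene, had 0.55 (SE 0.07, adjusted p = 1.26e-07). Of the 13 base excision repair genes, 9 rose, 1 fell and 3 did not pass, or 9 and 1 adjusted over the list alone, after Cr, and 5 rose with same-day controls. Their median was 0.22, and they were not separated from the other genes in camera (adjusted p = 0.188, and adjusted p = 0.534 with an estimated correlation). Gtf2h1 and Cdk7, which encode subunits of the repair and transcription factor TFIIH, had 0.70 (SE 0.08, adjusted p = 6.5e-08) and 0.67 (SE 0.08, adjusted p = 5.3e-08). Ddb2 and Xpc, which encode damage recognition factors, had -0.48 (SE 0.08, adjusted p = 1.06e-05) and -0.29 (SE 0.08, adjusted p = 0.00267). Of the 20 nucleotide excision repair genes, 13 rose, 3 fell and 4 did not pass, or 13 and 3 adjusted over the list alone, after Cr. The median was 0.24, with the genes not separated from the other genes in camera (adjusted p = 0.265, and adjusted p = 0.66 with an estimated correlation).

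After Cd, of the 13 base excision repair genes, 2 rose, 2 fell and 9 did not pass, or 2 and 2 adjusted over the list alone, and they were not separated from the other genes in camera (adjusted p = 0.825, and adjusted p = 0.944 with an estimated correlation), while with same-day controls 1 rose and 0 fell. For nucleotide excision repair after Cd, of the 19 genes, 0 rose, 1 fell and 18 did not pass, or 0 and 1 adjusted over the list alone, and they were not separated from the other genes in camera (adjusted p = 0.956, and adjusted p = 0.981 with an estimated correlation). Mpg, an alkyladenine glycosylase gene, had 0.33 (SE 0.11, adjusted p = 0.0243) after Cd, with a call lost with same-day controls (0.31) and without replicate 1 (0.32) or 4 (0.29). Ung, the uracil glycosylase gene, had 0.33 (SE 0.08, adjusted p = 0.00115) after Cd and 0.33 (SE 0.06, adjusted p = 1.81e-05) after Cr. Counts of rising genes use the FDR without a fold threshold. There were 4 exposed arrays for Cd, 5 for Cr and 15 controls for each.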

We did not observe the induction of genes related to base or nucleotide excision repair. However, DNA strand breaks can also induce homologous combination repair mediated through RAD51 and BRCA1 [93]. In our data, *Rad51* message is up-regulated and the Brca1 TR is predicted to be activated, indicating that repair of Cr-mediated DNA damage is likely proceeding through the homologous recombination repair pathway.

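Nbn, which encodes a sensor of double-strand breaks, rose on day 1 after Cr with a log2 fold change of 0.64 (SE 0.07, adjusted p = 5.66e-09), from 5 exposed and 15 control arrays. Brca1 had 0.10 (SE 0.08) after Cr, with a signal below the filter, and was not tested. Of the 8 homologous recombination genes, 4 rose, 0 fell and 4 did not pass, or 4 and 0 adjusted over the list alone, after Cr, and they were not separated from the other genes in camera (adjusted p = 0.291, and adjusted p = 0.774 with an estimated correlation). With same-day controls 2 rose. After Cd, of the 6 genes, 1 rose, 1 fell and 4 did not pass, or 1 and 1 adjusted over the list alone. The medians were 0.24 and -0.03, and the Cd genes were not separated from the other genes in camera (adjusted p = 0.949, and adjusted p = 0.977 with an estimated correlation). The paper proposes that repair after Cr proceeds by homologous recombination.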

### Cell cycle

The cell cycle is the highly ordered mechanism by which cells replicate their DNA and divide. The expression of cyclins and their associated cyclin dependent kinases control progression through the cell cycle phases of G1, S, G2, and M to allow for cell replication [94]. Hepatic injury and the release of pro-inflammatory signals can stimulate hepatocytes to leave a quiescent state (G0) and undergo rapid proliferation to replace dead cells [95]. Cell cycle checkpoints are present at the transitions from G1 to S and from G2 to M to help ensure the accuracy of DNA replication and division. ROS-induced cellular and DNA damage can lead to cell cycle arrest at these checkpoints to allow for repair or removal of the cell via apoptosis.

Both metals have been reported in multiple model systems to halt cell division at both the G1/S and G2/M checkpoints [87–89,96,97], indicating there are likely cell type and or dose-dependent effects influencing where the cell cycle is halted following a toxic exposure. Our analysis identified pathways and TRs associated with cell cycle regulation (Table 2 and B). Interestingly, the G2/M checkpoint was identified after Cd exposure and the G1/S checkpoint was identified after Cr exposure while the GADD45 pathway, which is known to play an important role in the G2-M checkpoint [98–100], was identified following both exposures. 

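Gadd45a had a log2 fold change of 0.29 (SE 0.25, adjusted p = 0.418) on day 1 after Cd and 0.06 (SE 0.22, adjusted p = 0.839) after Cr. The G2/M and mitosis genes differed between metals on day 1, with a Cd minus Cr median of -1.49 (adjusted p = 2.92e-06 in camera, adjusted p = 0.648 with an estimated correlation). For the G1/S regulators the difference had a median of -0.11 (adjusted p = 0.736 in camera, adjusted p = 0.845 with an estimated correlation). Rb1, the retinoblastoma gene, fell after Cr with -1.29 (SE 0.12, adjusted p = 7.25e-10) and had -0.61 (SE 0.14, adjusted p = 0.00101) after Cd. Of the 21 G1/S regulators, 4 rose, 3 fell and 14 did not pass, or 4 and 3 adjusted over the list alone, after Cd, and they were not separated from the other genes in camera (adjusted p = 0.956, and adjusted p = 0.977 with an estimated correlation). With same-day controls 2 rose and 5 fell. The day 1 groups have 4 exposed arrays for Cd and 5 for Cr.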

The G2/M enrichment induced by Cd is likely a p53 dependent process. The TR p53, which was predicted to be activated in our data, appears to suppress the G2/M transition by negatively regulating the expression of cyclin B1, CDK1, and topoisomerase II alpha [101,102]. In fact, all three of these genes (*Ccnb1*, *Cdk1*, and *Top2a)* were down-regulated in our data, suggestive of a G2/M arrest. 

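Ccnb1 fell on day 1 after Cd with a log2 fold change of -2.11 (SE 0.40, adjusted p = 0.000143), Cdk1 with -1.96 (SE 0.44, adjusted p = 0.000976) and Top2a with -1.14 (SE 0.35, adjusted p = 0.0138). With same-day controls the values were -2.87, -2.84 and -2.06. The Top2a call was lost without replicate 4 (-1.03). After Cr the 3 genes had 0.13 (SE 0.45, adjusted p = 0.82), 0.40 (SE 0.47, adjusted p = 0.479) and 0.33 (SE 0.36, adjusted p = 0.448), and with same-day controls Ccnb1 turned to -0.92. Of the 38 G2/M and mitosis genes, 0 rose, 37 fell and 1 did not pass, or 0 and 37 adjusted over the list alone, on day 1 after Cd. Their Cd median was -1.34, and they were lower than the other genes in camera (adjusted p = 7.73e-13, and adjusted p = 0.489 with an estimated correlation).

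With same-day controls, all 38 fell and the median was -2.08. After Cr, 3 of 40 rose and 0 fell, or 2 and 0 adjusted over the list alone. The Cr median was 0.25, with the genes not separated from the other genes in camera (adjusted p = 0.986, and adjusted p = 0.996 with an estimated correlation). In that test the direction in camera was down, against the sign of the pooled median. Same-day controls gave a Cr median of -0.59 with 13 of 40 falling, and the list was then lower in camera (adjusted p = 3.28e-05). The controls of days 3 and 7 turned the list higher (adjusted p = 0.0487), so the Cr result depends on the control group. The control livers of day 1 differ from those of days 3 and 7 in these same genes. The Cd group has 4 exposed arrays. From the fall of the 3 genes the paper proposes an arrest at G2/M.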

After Cr exposure we observed an early induction of *Cdkn1a* (p21), whose activation leads to a stop in the progression through the G1/S checkpoint [103]. 

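Cdkn1a rose on day 1 after Cr with a log2 fold change of 1.52 (SE 0.24, adjusted p = 3.58e-06), from 5 exposed and 15 control arrays. Replicate 5 had a log2 signal of 7.88, where the others had 9.55 to 10.17. After Cd, Cdkn1a had -0.32 (SE 0.18, adjusted p = 0.182), and the difference between metals was -1.84 (SE 0.31, adjusted p = 6.41e-06). The p53 target genes Mdm2, Ccng1 and Aen rose after Cr with 1.52 (SE 0.22, adjusted p = 9.17e-07), 1.47 (SE 0.17, adjusted p = 3.42e-08) and 1.34 (SE 0.10, adjusted p = 1.64e-11). Of the 19 p53 target genes, 7 rose, 4 fell and 8 did not pass, or 7 and 4 adjusted over the list alone, after Cr. Their Cr median was 0.06, and they were not separated from the other genes in camera (adjusted p = 0.818, and adjusted p = 0.944 with an estimated correlation). Of the 21 G1/S regulators, 11 rose, 4 fell and 6 did not pass, or 11 and 4 adjusted over the list alone, after Cr, with a median of 0.22, and these were not separated from the other genes in camera (adjusted p = 0.691, and adjusted p = 0.818 with an estimated correlation).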

*Cdkn1a* is regulated by p53, a transcription factor that can be activated by a number of intrinsic factors such as DNA damage and oxidative stress, and is a major regulator of cell fate. p53 can activate DNA repair mechanisms, inducing cell cycle arrest, or it can initiate apoptosis to remove cells which cannot be repaired. It is likely that Cr-induced •OH is activating p53 [104] leading to p21 induction and G1 arrest.

### Inflammation

There is a critical balance between cellular oxidants and antioxidant defenses which cells must maintain. Disruption of this balance can result in a chronic inflammatory state, leading to damage to the cells involved and to the surrounding tissue due to activation of signaling pathways, inflammatory cytokine production, altered gene expression, and other cellular modifications [51]. Inflammation is usually a protective response of an organism to injury or infection, whose role is to eliminate injury-inducing agents, prevent tissue damage and/or initiate repair processes and restore physiological functions of the affected tissue [105]. It is mediated via multiple secreted and membrane bound factors produced by cells participating in the inflammatory process either directly (e.g., an injured, necrotic, or apoptotic cell or surrounding tissue) and/or responding to the inflammatory stimulus, which can amplify the tissues’ response and affect the course of the inflammatory episode [105]. In our data, we identified multiple inflammation pathways and TRs (Table 2 and B) that were affected well after the exposure occurred.

Cd toxicity has been linked to inflammation, as there is often an infiltration of inflammatory cells after acute exposures [106–108]. Multiple genes from inflammation related pathways were differentially expressed in our data sets. 

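Gbp2, an interferon-induced GTPase gene, rose on day 3 after Cd with a log2 fold change of 1.23 (SE 0.25, adjusted p = 0.00457). Of the 10 tested inflammation genes of the study, 3 rose, 0 fell and 7 did not pass, or 4 and 0 adjusted over the list alone, on day 3 after Cd. The list had a median of 0.44 and was higher than the other genes in camera (adjusted p = 0.00986, and adjusted p = 0.282 with an estimated correlation). By day 7 after Cd, 0 rose and 0 fell, with a median of 0.14, and they were not separated from the other genes in camera (adjusted p = 0.278, and adjusted p = 0.66 with an estimated correlation). Of the 9 tested after Cr, 0 rose on day 3 and 0 on day 7. The Cr medians were -0.01 on day 3 and -0.08 on day 7, when the genes were lower than the other genes in camera (adjusted p = 0.0156, and adjusted p = 0.183 with an estimated correlation).

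On day 1, of the 10 study genes, 8 rose, 2 fell and 0 did not pass, or 8 and 2 adjusted over the list alone, after Cd, with a median of 2.00, and they were higher than the other genes in camera (adjusted p = 0.00187, and adjusted p = 0.184 with an estimated correlation). After Cr, of the 9 genes tested, 6 rose, 1 fell and 2 did not pass, or 6 and 1 adjusted over the list alone, with a median of 0.78, and they were not separated from the other genes in camera (adjusted p = 0.293, and adjusted p = 0.595 with an estimated correlation). The study chose these genes on these samples, so these counts are not independent evidence. The day 3 difference between metals had a median of 0.44 (adjusted p = 0.00142 in camera, adjusted p = 0.141 with an estimated correlation). Each group of days 3 and 7 has 5 exposed arrays and 15 controls. The day 7 call after Cr was lost with both metals in 1 fit (adjusted p = 0.0743) and without replicate 3 (adjusted p = 0.064).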

The up-regulation of these genes appeared to persist after Cd treatment, and mostly return to control levels after Cr exposure (Fig B in S1 File). As would be expected after an insult to the liver, the pathways enriched generally appear to flow from an initial innate immune response to a more adaptive or recovery-like response.

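RT1-Da, a class II histocompatibility gene, rose on day 3 after Cd with a log2 fold change of 0.92 (SE 0.23, adjusted p = 0.0205). Its call was lost with same-day controls (1.05) and without replicate 1 (0.86), 3 (0.85) or 4 (0.84). Of the 7 class II genes, 4 rose, 0 fell and 3 did not pass, or 7 and 0 adjusted over the list alone, on day 3. As a list they had a median of 0.76 and were higher than the other genes in camera (adjusted p = 1.34e-06, and adjusted p = 0.183 with an estimated correlation). By day 7 the class II median was 0.72, with 0 rising, or 7 adjusted over the list alone, and the genes were higher than the other genes in camera (adjusted p = 1.37e-07, and adjusted p = 0.178 with an estimated correlation). Day 1 had 1 rising, a median of 0.29, and genes that were not separated from the other genes in camera (adjusted p = 0.275, and adjusted p = 0.783 with an estimated correlation).

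Cd163, a scavenger receptor gene of macrophages, fell on day 3 after Cd with -1.59 (SE 0.36, adjusted p = 0.0114). Its FDR call was lost with same-day controls (-1.54), with the controls of days 3 and 7 (-1.45) and without replicate 1 (-1.45) or 3 (-1.38). Of the 17 Kupffer cell and macrophage markers, 6 rose, 1 fell and 10 did not pass, or 9 and 2 adjusted over the list alone, on day 3. The marker median was 0.44, and the markers were higher than the other genes in camera (adjusted p = 0.000171, and adjusted p = 0.447 with an estimated correlation). On day 1, of the 17 markers, 3 rose, 10 fell and 4 did not pass, or 5 and 10 adjusted over the list alone, with a median of -1.27, and they were lower than the other genes in camera (adjusted p = 5.53e-05, and adjusted p = 0.383 with an estimated correlation). On day 7 these markers had a median of 0.30 and were higher than the other genes in camera (adjusted p = 0.000926, and adjusted p = 0.494 with an estimated correlation). Extracellular matrix genes had a day 3 median of 0.47 and were higher than the other genes in camera (adjusted p = 9.85e-08, and adjusted p = 0.447 with an estimated correlation). T and NK cell markers after Cd had medians of 0.09, 0.16 and 0.04 on days 1, 3 and 7, and on day 3 they were not separated from the other genes in camera (adjusted p = 0.318, and adjusted p = 0.766 with an estimated correlation).

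After Cr on day 3, class II genes had a median of 0.26 and were not separated from the other genes in camera (adjusted p = 0.122, and adjusted p = 0.746 with an estimated correlation). T and NK cell markers had medians of -0.20 on day 3 and -0.27 on day 7. On day 7 0 fell, or 4 adjusted over the list alone, and the markers were lower than the other genes in camera (adjusted p = 3.71e-06, and adjusted p = 0.118 with an estimated correlation). The groups have 4 exposed arrays on day 1 after Cd and 5 otherwise. Whole liver was measured, so a marker does not separate expression per cell from the number of cells. The paper proposes a flow from innate to adaptive or recovery-like pathways.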

ROS-induced lipid peroxidation generates electrophilic molecules that can bind to and modify proteins that trigger pro-inflammatory responses through binding to cellular pattern recognition receptors [109]. The sustained lipid peroxidation seen here (Fig 4) may therefore be contributing to the generation of a sustained immune response, as illustrated by the enrichment in inflammation related pathways. Receptor activation can lead to the activation of Kupffer cells, the resident macrophages in the liver, in response to endothelial and parenchymal cell injury, resulting in a secondary inflammatory response. The activated Kupffer cells release additional inflammatory mediators to recruit neutrophils, and together can then release other cytotoxic mediators, such as ROS, reactive nitrogen species, bioactive lipids, and hydrolytic enzymes to cause further liver injury [106]. This type of secondary inflammation may be the source of the increased ROS we observed on days 3 and 7 post Cd exposure.

Multiple inflammation-related TRs, such as STAT3, IRF1, IRF7, and TRIM24 were activated or inhibited, and their activation state is the same after exposure to either metal. 

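Isg15 had a log2 fold change of 1.22 (SE 0.20, adjusted p = 7.24e-06) on day 1 after Cr, and Gbp2 had 1.23 (SE 0.25, adjusted p = 0.000139). Oas1a had -0.21 (SE 0.22, adjusted p = 0.429) and Mx1 had 0.22 (SE 0.19, adjusted p = 0.342). Of the 33 interferon response genes, 13 rose, 2 fell and 18 did not pass, or 13 and 2 adjusted over the list alone, after Cr. They had a median of 0.21 and were not separated from the other genes in camera (adjusted p = 0.398, and adjusted p = 0.87 with an estimated correlation). The Cd minus Cr difference on day 1 had a median of 0.82 (adjusted p = 1.49e-17 in camera, adjusted p = 0.0995 with an estimated correlation). On day 3 after Cr the median was -0.10, with the genes lower than the other genes in camera (adjusted p = 0.000899, and adjusted p = 0.518 with an estimated correlation). The Cr values come from 5 exposed and 15 control arrays. The activity of regulators was not analysed here.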

The transcription factors STAT3, IRF1, and IRF7 are mediators of the acute phase inflammatory response [110,111]. STAT3 may also protect against liver injury [112]. TRIM24 is a negative regulator of IRF and STAT signaling [113], and its inhibition at multiple time points is consistent with a sustained inflammatory response.

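On day 1 after Cd, Cxcl9 rose with a log2 fold change of 2.72 (SE 0.37, adjusted p = 1.95e-06) and Ccl9 with 1.02 (SE 0.10, adjusted p = 1.83e-08). Cxcl10 rose by 1.28 (SE 0.45, adjusted p = 0.0316), but the call was lost with the controls of days 3 and 7 (1.14) and without replicate 2 (1.36) or 5 (0.68). Ccl6 fell with -2.16 (SE 0.25, adjusted p = 9.88e-08). Ccl27 had -0.45 (SE 0.12, adjusted p = 0.00576), with a call lost with same-day controls (-0.38) and without replicate 1 (-0.27).

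On day 1 after Cr, Ccl27 fell with -0.86 (SE 0.14, adjusted p = 4.76e-06). Cxcl10 had 0.78 (SE 0.23, adjusted p = 0.00411), Ccl9 had 0.41 (SE 0.06, adjusted p = 1.67e-06) and Cxcl9 had -0.33 (SE 0.22, adjusted p = 0.217). The brighter Ccl6 probe set had 0.25 (SE 0.13, adjusted p = 0.0992), and the other Ccl6 probe set had 0.82 (SE 0.18, adjusted p = 0.000231). Of the 17 chemokine genes, 7 rose, 4 fell and 6 did not pass, or 7 and 4 adjusted over the list alone, after Cd, with a median of 0.20, and they were not separated from the other genes in camera (adjusted p = 0.188, and adjusted p = 0.649 with an estimated correlation). With same-day controls 2 fell after Cd, and the median was 0.41. Of the 14 chemokine genes tested after Cr, 5 rose and 3 fell, or 5 and 3 adjusted over the list alone, with a median of 0.13, and they were not separated from the other genes in camera (adjusted p = 0.842, and adjusted p = 0.944 with an estimated correlation). The groups have 4 exposed arrays for Cd and 5 for Cr, against 15 controls. In day 7 livers after Cd, replicate 5 had a Cxcl9 log2 signal of 9.08, where the others had 6.67 to 7.19.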

Genes for a number of cytokines and chemokines were up-regulated in response to Cd and Cr exposure (*Cxcl1*, *Cxcl9*, *Cxcl10*, *Ccl6*, *Ccl9*, *and Ccl27*), which could result in the recruitment of inflammatory cells to the liver. *Cxcl1* was up-regulated early after exposure to both metals, but remained up-regulated at later time points only after Cd exposure. 

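Cxcl1 rose on day 1 with a log2 fold change of 4.24 (SE 0.59, adjusted p = 2.48e-06) after Cd and 2.12 (SE 0.41, adjusted p = 7.89e-05) after Cr. The Cr value was 2.92 with same-day controls. The difference between metals on day 1 was 2.11 (SE 0.73, adjusted p = 0.0208). After Cd it had 0.91 (SE 0.54, adjusted p = 0.493) on day 3 and 1.52 (SE 0.54, unadjusted p = 0.00885, adjusted p = 0.245) on day 7 in limma. After Cr it had -1.11 (SE 0.41, unadjusted p = 0.0118, adjusted p = 0.241) on day 3 and -1.26 (SE 0.41, unadjusted p = 0.00504, adjusted p = 0.686) on day 7 in limma, lower than the controls. The difference between metals was 2.02 (SE 0.70, adjusted p = 0.189) on day 3 and 2.78 (SE 0.70, adjusted p = 0.136) on day 7. The groups have 4 exposed arrays on day 1 after Cd and 5 otherwise, and the day 7 and day 3 values passed no FDR.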

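Fas, which encodes a death receptor, rose on day 1 with a log2 fold change of 1.11 (SE 0.20, adjusted p = 8.78e-05) after Cd and 1.25 (SE 0.17, adjusted p = 3.77e-07) after Cr. On day 3 it had 0.51 (SE 0.18) after Cd and 0.16 (SE 0.17) after Cr. Day 1 has 4 exposed arrays for Cd and 5 for Cr.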

Other genes associated with inflammation are also up-regulated (*Lcn2*, *S100A8*, *S100A9*, and *Fas*). *Lcn2*, which is elevated at both early and late time points, is an acute-phase protein that appears rapidly in the bloodstream in response to a systemic infection or tissue injury and appears to be hepato-protective [114]. 

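Lcn2 rose on day 1 with a log2 fold change of 6.83 (SE 1.31, adjusted p = 0.000189) after Cd and 2.49 (SE 0.54, adjusted p = 0.000267) after Cr. The Cd value was 4.97 with same-day controls and 7.75 with the controls of days 3 and 7. The Cr value was 1.78 without replicate 5. Its day 3 value after Cd was 5.10 (SE 1.20, adjusted p = 0.0153). Without replicate 5 it was 6.72, and with the controls of days 3 and 7 it was 6.03. The FDR call was lost without replicate 1 (4.72), 2 (4.76), 3 (4.72) or 4 (4.58).

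In day 3 livers after Cd, the replicate 5 signal was 5.12, where the others had 12.95 to 13.64. In day 1 livers after Cd it was 11.96, where the others had 13.63 to 13.91. On day 7 Lcn2 had 0.68 (SE 1.20, adjusted p = 0.861) after Cd and 0.05 (SE 0.54, adjusted p = 0.994) after Cr. The groups have 4 exposed arrays on day 1 after Cd and 5 otherwise, against 15 controls.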

S100A8 and S100A9 proteins can act as chemokines or damage signals and are constitutively expressed in neutrophils, monocytes, and dendritic cells, and can also be induced in other cell types such as mature macrophages [115]. They are both significantly induced early and may reflect inflammatory cell infiltration of the liver. This may be more relevant after Cd exposure as their increased expression persists for the duration of the experiment, whereas their expression has returned to near control levels on days 3 and 7 after Cr treatment. 

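S100a8 rose on day 1 after Cd with a log2 fold change of 3.69 (SE 0.41, adjusted p = 5.85e-08) and S100a9 with 3.70 (SE 0.41, adjusted p = 6.29e-08). On day 3 they had 1.55 (SE 0.37, adjusted p = 0.0185) and 1.82 (SE 0.37, adjusted p = 0.00608). The day 3 call of S100a9 was lost without replicate 3 (1.51), and that of S100a8 without replicate 1 (1.56), 2 (1.47) or 3 (1.19). On day 7 they had 0.75 (SE 0.37) and 1.27 (SE 0.37, unadjusted p = 0.00201, adjusted p = 0.182) in limma. After Cr, S100a9 rose on day 1 by 1.25 (SE 0.24, adjusted p = 5.25e-05) and had 0.44 (SE 0.24) on day 3 and -0.32 (SE 0.24) on day 7. S100a8 had 1.18 (SE 0.20) on day 1 after Cr, with a signal below the filter, and was not tested.

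Both proteins are made in neutrophils. Of the 7 neutrophil markers, 3 rose, 0 fell and 4 did not pass, or 4 and 0 adjusted over the list alone, on day 3 after Cd. The neutrophil median was 0.33, and the markers were higher than the other genes in camera (adjusted p = 5.22e-05, and adjusted p = 0.183 with an estimated correlation). On day 1 after Cd, of the 7 neutrophil markers, 2 rose, 0 fell and 5 did not pass, or 2 and 0 adjusted over the list alone, with a median of 0.04 (-0.03 with same-day controls), and they were not separated from the other genes in camera (adjusted p = 0.33, and adjusted p = 0.771 with an estimated correlation). By day 7 the Cd median was 0.24, and they were higher than the other genes in camera (adjusted p = 0.00591, and adjusted p = 0.383 with an estimated correlation). Of the 6 markers tested after Cr, 4 rose, 1 fell and 1 did not pass, or 4 and 1 adjusted over the list alone, on day 1, with a median of 0.32, and they were not separated from the other genes in camera (adjusted p = 0.663, and adjusted p = 0.866 with an estimated correlation). Their Cr medians were 0.07 on day 3 and -0.11 on day 7 (-0.23 with same-day controls), and they were not separated from the other genes in camera (adjusted p = 0.646, and adjusted p = 0.859 with an estimated correlation) on day 3 and not separated from the other genes in camera (adjusted p = 0.149, and adjusted p = 0.569 with an estimated correlation) on day 7. The groups have 4 or 5 exposed arrays and 15 controls.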

The death-receptor Fas (CD95) can also induce pro-inflammatory cytokine release from macrophages [116]. Taken together, the increased expression of these genes we observed support our hypothesis that both Cd and Cr exposure can induce a sustained inflammatory response.

### Biomarkers

One of the goals of these experiments was to identify candidate biomarkers of metal exposure and toxicity in the liver. We examined the temporal expression of the top 5 up-regulated genes for each metal as potential candidates (Fig 7). Potential candidates of metal exposure include *Cxcl1*, *S100a8* and *9*, *Mt1a*, *Mt2a*, and *Lcn2*, which showed a high degree of up-regulation on day 1. Many of these genes remained elevated at later time points as well. 

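On day 1 after Cd, the mean log2 signal of Mt2A was 12.68 (SD 0.81, n = 4), and in the controls it was 8.33 (SD 0.72, n = 15). Cxcl1 had 11.20 (SD 0.53, n = 4) against 6.96 (SD 0.80, n = 15). S100a9 had 9.49 (SD 0.90, n = 4) against 5.79 (SD 0.64, n = 15). Lcn2 had 13.32 (SD 0.91, n = 4) on that day. After Cr, Mt2A had 10.74 (SD 1.58, n = 5) against 8.44 (SD 0.47, n = 15), and Lcn2 had 7.92 (SD 1.76, n = 5). As fold changes the Cd values of Lcn2, Mt2A, Cxcl1, S100a9 and S100a8 were 113, 20.4, 18.9, 13.0 and 12.9. With same-day controls Lcn2 had a log2 fold change of 4.97, against 6.83.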

Some genes displayed unique expression patterns for each metal. For example, *Abc1a* and *RT1*-CE, a multidrug efflux transporter and major histocompatibility protein respectively, were up-regulated early after Cr exposure, but were unaffected by Cd at the same time point. In contrast, *RT1-N1* and *Heph* were up-regulated after Cd exposure but unaffected by Cr. 

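The brightest probe set of Abcb1a, which the paper calls Abc1a, had a log2 fold change of 0.13 (SE 0.15, adjusted p = 0.499) on day 1 after Cr and -0.16 (SE 0.18, adjusted p = 0.557) after Cd. Another Abcb1a probe set had 0.72 (SE 0.14, adjusted p = 8.93e-05) after Cr and -0.14 (SE 0.21) after Cd. A further probe set, annotated to Abcb1a and Abcb1b, had 2.77 (SE 0.34, adjusted p = 8.69e-08) after Cr and 0.01 (SE 0.26) after Cd. For RT1-CE the brightest probe set, annotated to RT1-CE5, had 0.26 (SE 0.20, adjusted p = 0.258) after Cr and 0.21 (SE 0.14, adjusted p = 0.278) after Cd. Another RT1-CE5 probe set had 1.77 (SE 0.39, adjusted p = 0.000325) after Cr, and its Cd signal was below the filter. The Cr values come from 5 exposed arrays and the Cd values from 4, each against 15 controls.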

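RT1-N1 is not among the array's symbols, and the nearest, RT1-N2, had a log2 fold change of 1.50 (SE 0.74) on day 1 after Cd and 0.25 (SE 0.66) after Cr. Its signal was below the filter for both metals and it was not tested. On day 7 it had 2.07 (SE 0.68) after Cd and -0.76 (SE 0.66) after Cr. Each group has 4 or 5 exposed arrays and 15 controls.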

*Heph*, *Tubb4*, *Fgf21*, *NrOb2* are representative of potential late indicators of exposure as they were minimally or unaffected on day 1, but increased in expression on days 3 and 7. 

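Heph, which encodes the ferroxidase hephaestin, had a log2 fold change of -0.51 (SE 0.25, adjusted p = 0.132) on day 1 after Cd. Heph rose on day 3 after Cd by 1.63 (SE 0.23, adjusted p = 0.000278), with a replicate 5 signal of 5.37 where the others had 6.79 to 7.19. On day 7 it had 1.25 (SE 0.23, adjusted p = 0.0461). That FDR call was lost with same-day controls (1.31), with the controls of days 3 and 7 (1.27) and without any 1 of 22 of the 29 arrays, and the value with 1 array left out ranged from 1.08 to 1.60. After Cr, Heph was below the filter on all days and had 0.29 (SE 0.12) on day 3.

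Fgf21 had 1.53 (SE 0.48, unadjusted p = 0.00318, adjusted p = 0.155) on day 3 and 1.24 (SE 0.48, unadjusted p = 0.0141, adjusted p = 0.734) on day 7 after Cr in limma, and 0.61 (SE 0.48) on day 1. Nr0b2 had 0.84 (SE 0.28, unadjusted p = 0.00618, adjusted p = 0.181) on day 3 and 1.16 (SE 0.28, unadjusted p = 0.000309, adjusted p = 0.496) on day 7 after Cr in limma, and -0.27 (SE 0.28) on day 1. Tubb4b, read here for Tubb4 of the paper, a mapping that was not settled, had -0.25 (SE 0.13) and -0.40 (SE 0.13) on days 3 and 7 after Cd, and -0.0005 (SE 0.15) and 0.02 (SE 0.15) after Cr. A pair of probe sets annotated to Tubb4b and C7 had 0.97 (SE 0.48) and 1.02 (SE 0.52) on day 3 after Cd. The groups of days 3 and 7 have 5 exposed arrays each. No value of Fgf21, Nr0b2 or Tubb4b passed the FDR on days 3 or 7.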

We also observed an up-regulation of genes that have been identified as markers of tissue injury [117–119]. These include *Lcn2*, *Lgals3*, *Gpnmb*, *Hgf*, and *Timp1* after exposure to either Cd or Cr, as well as an increase in *A2m* expression after Cd exposure. 

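Gpnmb rose on day 1 with a log2 fold change of 2.34 (SE 0.38, adjusted p = 1.96e-05) after Cd and 2.23 (SE 0.49, adjusted p = 0.000333) after Cr. Lgals3, which encodes galectin 3, rose by 1.26 (SE 0.27, adjusted p = 0.000567) and 2.13 (SE 0.29, adjusted p = 4.01e-07). Timp1 rose by 1.98 (SE 0.44, adjusted p = 0.000937) and 1.47 (SE 0.21, adjusted p = 7.57e-07), and Hgf by 0.99 (SE 0.16, adjusted p = 2.2e-05) and 0.98 (SE 0.14, adjusted p = 1.16e-06). A2m rose after Cd by 2.35 (SE 0.64, adjusted p = 0.00581) and had 0.99 (SE 0.49, adjusted p = 0.0862) after Cr, with a difference of 1.37 (SE 0.82, adjusted p = 0.202). Its Cd call was lost with same-day controls (1.43) and without replicate 1 (1.88), and the value was 3.06 without replicate 5.

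Of the 6 liver injury markers, 6 rose, 0 fell and 0 did not pass, or 6 and 0 adjusted over the list alone, after Cd, and they were higher than the other genes in camera (adjusted p = 0.000895, and adjusted p = 0.226 with an estimated correlation). After Cr, 5 rose, or 5 adjusted over the list alone, and they were higher than the other genes in camera (adjusted p = 0.0409, and adjusted p = 0.396 with an estimated correlation). The study chose these markers on these samples, so the counts are not independent evidence. Gpnmb on day 3 after Cd had 1.58 (SE 0.34, adjusted p = 0.00884), with a call lost without replicate 3 (1.11) or 4 (1.46). Lgals3 had 1.20 (SE 0.25, adjusted p = 0.00571), with a call lost without replicate 3 (1.07) or 4 (1.03). The day 3 median of the list was 0.86 after Cd, with 3 rising, and the markers were higher than the other genes in camera (adjusted p = 7.16e-05, and adjusted p = 0.183 with an estimated correlation). The day 1 groups have 4 exposed arrays for Cd and 5 for Cr.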

Some are also already utilized in liver fibrosis screening panels [117]. These genes appear to represent a common stress response that is induced in multiple tissues after injury. This type of result can hinder efforts to develop specific biomarkers of toxicant exposure, but could narrow the field of available genes to be used for the development of biomarkers to predict tissue injury after toxic exposures.

**Fig 7:**
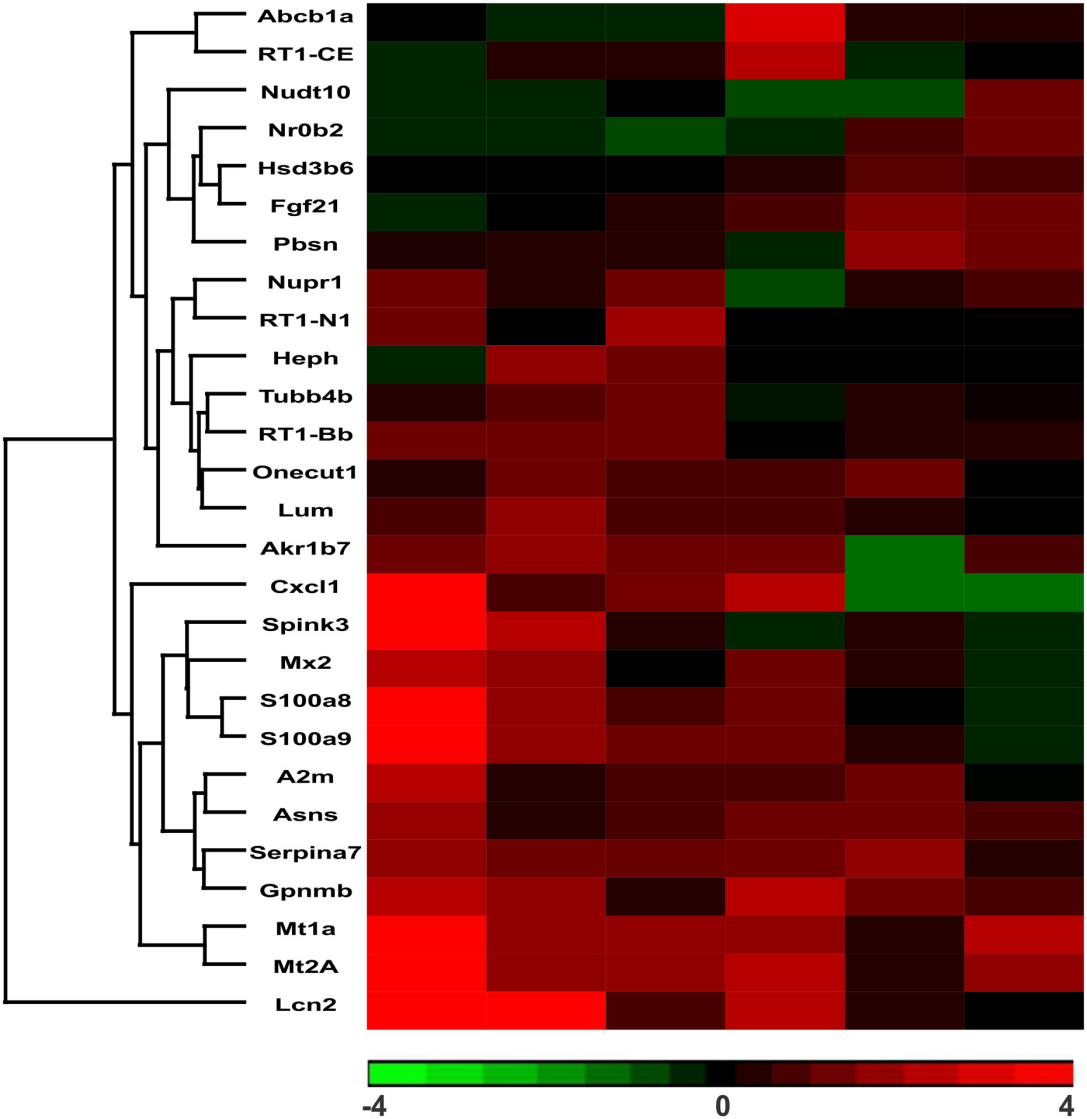
Time-dependent changes in candidate biomarker gene expression. The figure shows hierarchical clustering of the top 5 up-regulated DEGs on each day for each metal. When the same gene was one of the top genes for a different day of the same metal the next highest up-regulated gene was included for that day. The values shown in the heat map are the log_**2**_ ratio of change of the genes compared to the unexposed controls.

## Conclusion

There is little information in the literature about the effects of metal-induced ROS, its’ associated cellular damage, and the inflammatory response in the liver after a single acute exposure. The few studies that we have identified do not examine beyond a few days [50,120,121]. This study has provided insight into the mechanism of Cd and Cr induced liver damage and has provided experimental evidence for the contribution of •OH in their toxicity. In addition, this data provides insight into the temporal effects on gene expression after metal exposure. We demonstrated that both Cd and Cr exposure resulted in a delayed induction of ROS in the liver, a majority of which can be attributed to the formation of •OH. The appearance of cellular damage markers mirrors the induction of ROS, with the majority of the induction occurring at higher doses and later time points. In contrast to the ROS induction, microarray analysis revealed a large early effect on gene expression after both Cd and Cr exposure that tended to decrease over time. 

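Of the 629 probe sets called on day 1 after Cd, 469 (74.6%) had moved back towards the controls on day 3 and 487 (77.4%) on day 7 when the later day was tested against day 1. Of the 826 called after Cr, 759 (91.9%) had moved back by day 3 and 782 (94.7%) by day 7. The median absolute log2 fold change of the Cd calls was 1.16 on day 1, and in the day 1 direction it was 0.21 on day 3 and 0.19 on day 7. For Cr it was 1.05, 0.15 and 0.07. Still called in the same direction were 43 and 55 probe sets for Cd and 17 and 4 for Cr. With same-day controls these were 42 and 28 for Cd and 8 and 9 for Cr. The first of the Cd numbers was 28 without day 3 liver 3 and 67 without day 3 liver 5, and the second was 18 without day 7 liver 2 and 24 with array weights. Elapor1, an autophagy gene, had -2.44 (SE 0.28, adjusted p = 3.46e-08) on day 1 after Cr, -0.41 (SE 0.28) on day 3 and 0.30 (SE 0.28) on day 7.

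Over all probe sets, 3083 differed between days 3 and 1 after Cd and 3391 between days 7 and 1, and 6411 and 7028 after Cr, at the FDR in limma. The groups have 4 or 5 exposed arrays, and a value picked by its day 1 call tends to be smaller on any later day.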

Differing patterns in gene expression were observed after Cd and Cr exposure, although there was a subset of genes whose expression changes persisted well after exposure. Pathway enrichment analysis identified major stress response pathways as indicators of metal toxicity. The delayed ROS induction after Cd exposure is likely the result of a secondary inflammatory response, as evidenced by the enrichment of persistent inflammation related genes and pathways, while the increased ROS after Cr exposure is more likely to result from the release of other Fenton-cycling metals from damaged metalloproteins or Cr itself. Both Cd and Cr induced metal specific and shared gene responses which were used to propose candidate biomarkers. Both early and late indicators of exposure and effect were identified for each metal, as well as more general markers of exposure. Future work should utilize histopathological techniques to confirm inflammatory cell infiltration after Cd exposure as well as validate identified candidate biomarkers.

## Supporting Information

S1 File Figures A and B showing results of qPCR used for gene array dose selection and heat maps of DEG expression over time, and Table A comparing fold-change values from qPCR to microarray results. (DOCX) Click here for additional data file.

S2 File DEG lists, including fold-change values, for each metal and day, Tables B and C, the present call lists, and results from DAVID used in this study. (XLSX) Click here for additional data file.

# Supplementary material for: Temporal Changes in Rat Liver Gene Expression after Acute Cadmium and Chromium Exposure
**Source:** PLoS One. 2015 May 19;10(5):e0127327. doi: 10.1371/journal.pone.0127327
**Supplement:** S1 File

**
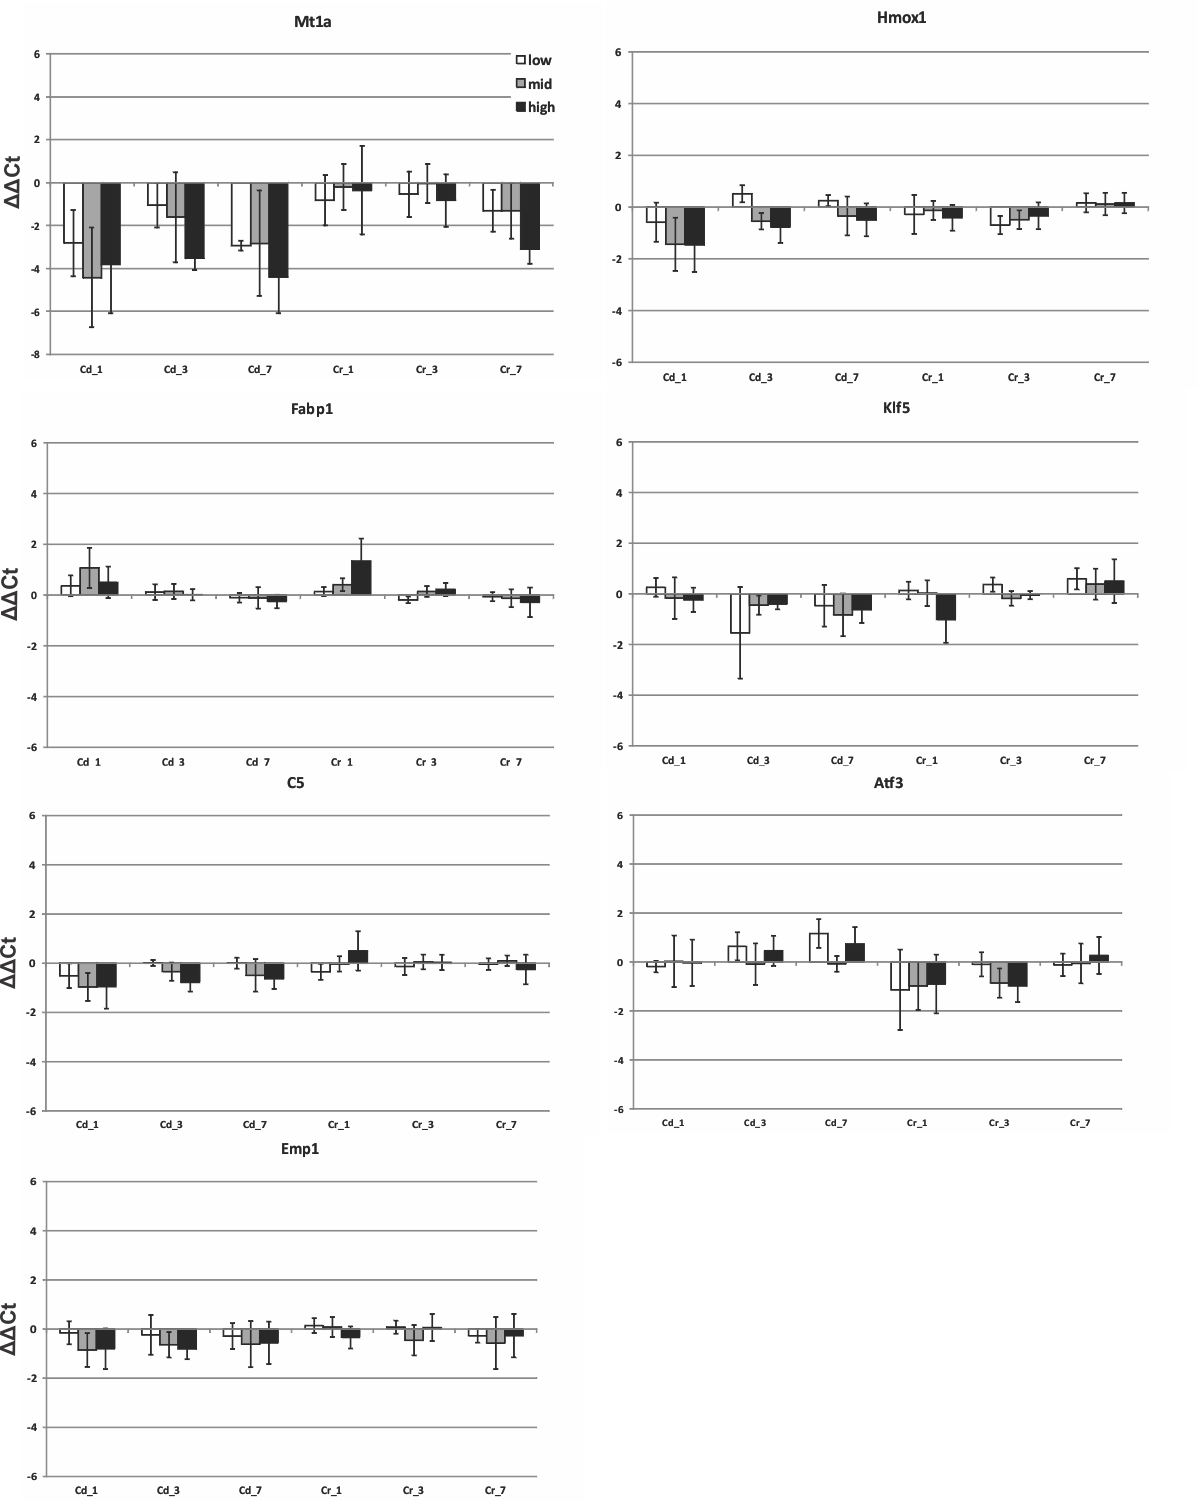
Figure A. ΔΔCt data used for microarray dose selection**. Three liver samples were randomly selected for each condition and total RNA extracted using Trizol solution per the manufactures instructions. SYBR Green based qPCR was performed as previously described (Permenter et al., 2011).

Permenter MG, Lewis JA, Jackson DA. Exposure to nickel, chromium, or cadmium causes distinct changes in the gene expression patterns of a rat liver derived cell line. *PLoS One*. 2011;6(11):e27730.

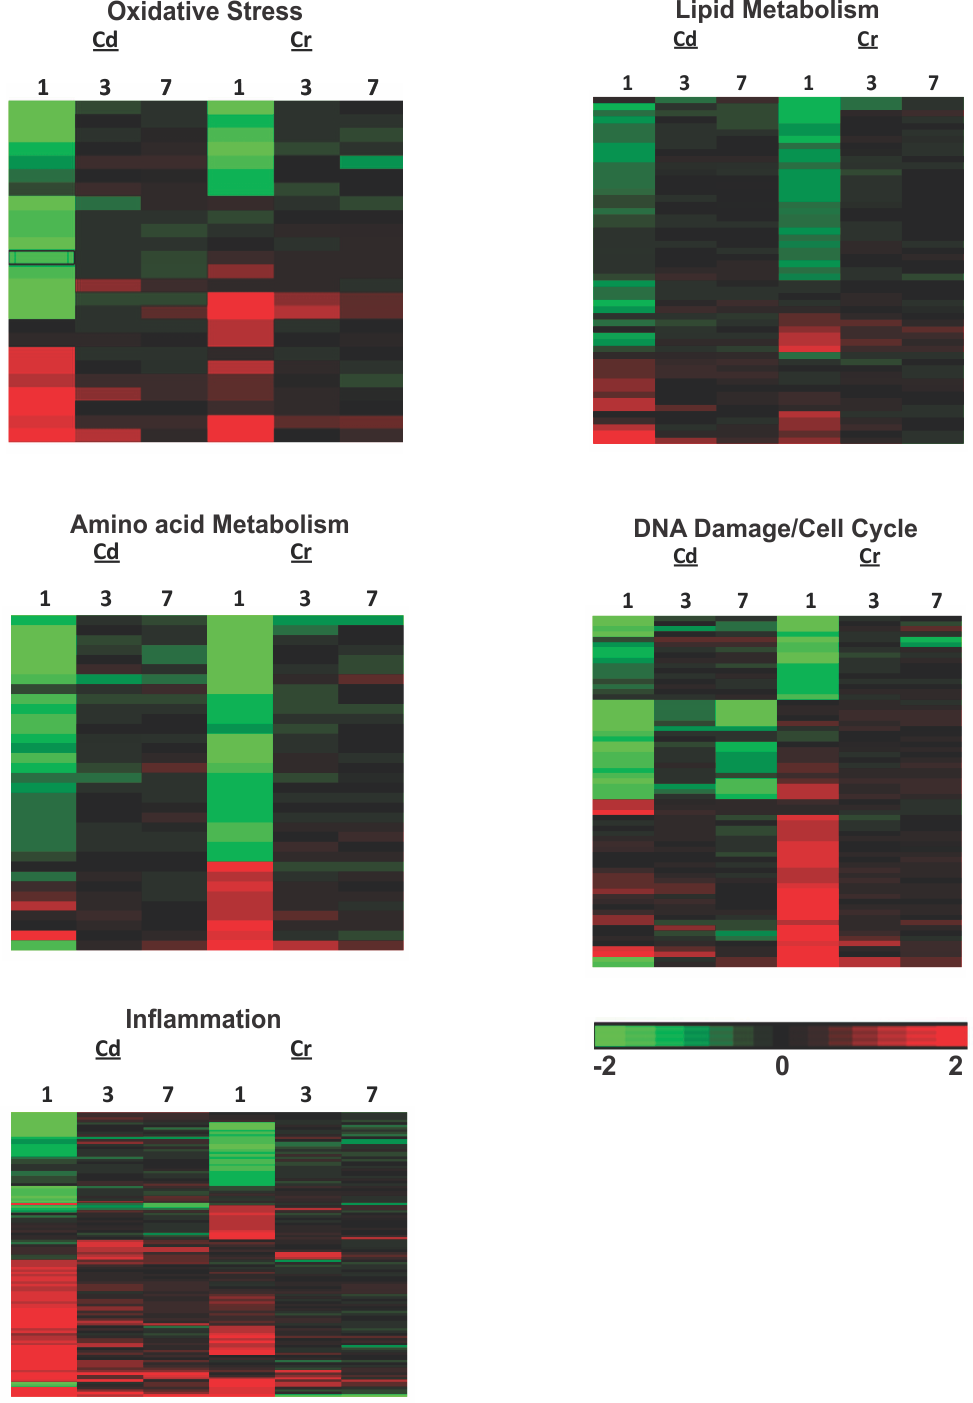

**Figure B. Time-dependent changes gene expression.** The figure shows hierarchical clustering of the genes that were enriched in the IPA canonical pathways (Table 2) on each day for each metal. The values shown in the heat map are the log_2_ ratio of change of the genes.

|  |  | **Cd Mid** | | | **Cr High** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | Day | 1 | 3 | 7 | 1 | 3 | 7 |
| ***Atf3*** | Array | 1.30 | 1.05 | -1.04 | 2.57 | 1.74 | -1.04 |
|  | qPCR | -1.02 | 1.06 | 1.05 | 1.87 | 1.97 | -1.20 |
| ***C5*** | Array | 1.71 | 1.27 | 1.14 | -1.10 | 1.01 | 1.03 |
|  | qPCR | 1.95 | 1.27 | 1.41 | -1.41 | -1.02 | 1.19 |
| ***Emp1*** | Array | 1.74 | 1.62 | 1.20 | 1.35 | 1.27 | 1.01 |
|  | qPCR | 1.81 | 1.56 | 1.53 | 1.27 | -1.04 | 1.20 |
| ***Fabp1*** | Array | -1.35 | 1.01 | -1.03 | -1.14 | -1.04 | 1.01 |
|  | qPCR | -2.10 | -1.10 | 1.08 | -2.52 | -1.17 | 1.22 |
| ***Hmox1*** | Array | 2.41 | 1.61 | 1.27 | 1.38 | 1.13 | -1.04 |
|  | qPCR | 2.71 | 1.46 | 1.27 | 1.33 | 1.27 | -1.11 |
| ***Mt1a*** | Array | 12.74 | 3.69 | 3.87 | 3.27 | 1.14 | 5.06 |
|  | qPCR | 21.46 | 3.07 | 7.10 | 1.28 | 1.79 | 8.50 |

**Table A. Comparison of fold-change values between microarray and qPCR for select genes.** The fold-change in gene expression was compared between the qPCR data and our microarray data. 

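The 36 pairs of qPCR and array values in the paper's table were compared on the log2 scale, with the array values from limma here. Pearson r was 0.915 across the 36 pairs of genes and conditions, and r squared was 0.838. On the fold scale r squared was 0.871. Pairs of 1 gene on several days are not independent, so no p is given.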

As expected, there is a good correlation between qPCR gene expression values and microarray platform results (r^2^ = 0.87). Furthermore, for every condition where the microarray identified a change of at least 1.5 fold, the qPCR confirmed a fold change of at least 1.5 in the same direction. 

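In 12 of the 36 pairs the array value here was at least 1.5-fold in either direction. In 10 of those 12 the qPCR value of the paper was at least 1.5-fold in the same direction. The other 2 are Hmox1 on day 3 after Cd, with 1.61-fold here and 1.46-fold by qPCR in the paper, and Mt1a on day 1 after Cr, with 3.27-fold and 1.28-fold. The sign was the same in 30 of the 36 pairs.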

Potential sources of variability between the two methods likely arise from differences in probe sequence and target location, as well as the limited sensitivity of microarray platforms for detecting weakly expressed genes (Canales et al., 2006). Data pairs for genes which changed 1.5 fold in the array data have been highlighted in red. SYBR Green based qPCR was performed as previously described (Permenter et al., 2011). Fold-change was calculated using the ΔΔCt method.

Canales RD, Luo Y, Willey JC, Austermiller B, Barbacioru CC, Boysen C, Hunkapiller K, Jensen RV, Knight CR, Lee KY, Ma Y, Maqsodi B, Papallo A, Peters EH, Poulter K, Ruppel PL, Samaha RR, Shi L, Yang W, Zhang L, Goodsaid FM. Evaluation of DNA microarray results with quantitative gene expression platforms. *Nat Biotechnol*. 2006 Sep;24(9):1115-22.

Permenter MG, Lewis JA, Jackson DA. Exposure to nickel, chromium, or cadmium causes distinct changes in the gene expression patterns of a rat liver derived cell line. *PLoS One*. 2011;6(11):e27730.

How the deposited data were processed for this re-analysis (not part of the article)

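RNA from whole rat liver was measured on 59 Affymetrix rat genome arrays. For each metal there were 5 control livers on each of days 1, 3 and 7, which were pooled into 1 control group of 15. Exposed livers came from the medium dose of Cd (4 on day 1, 5 on day 3 and 5 on day 7) and the high dose of Cr (5 on each day). The deposited log2 values were made by the authors, who processed the arrays by robust multi-array averaging (RMA) in Partek Genomic Suite 6.6. The values were used as deposited. The 57 control probe sets of the array were left out. No pair of arrays held identical values. The labels give the high Cr dose as 20 mg/kg, and the methods of the paper also name another dose, so the dose is called high here.

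The paper states how many probe sets met its detection criteria, 15870 for Cd and 16110 for Cr. Those numbers were set in advance and no signal threshold was chosen. Probe sets were ranked by the lowest signal within a group, taken in the group where it was highest, and that many were kept from the top. The probe sets kept need not be those of the authors. Gene names come from the array annotation, where 20826 probe sets have 1 symbol, 436 have several and 9780 have none. A gene is represented by its brightest probe set with 1 symbol over all 59 arrays. Where a gene had none, its brightest probe set with several symbols was read, which applies to Mt1f (shared with Ttr and Mt1), G6pc1 (shared with Psme3 and Aoc3) and Pole3 (shared with Pole3-ps3), and the probe set of Aldh1a7 has its symbol from the paper's tables. Mt1a of the paper was read on the probe set annotated to Mt1f, Spink3 as Spink1, Spot14 as Thrsp, Abc1a as Abcb1a, Tubb4 as Tubb4b and G6pc as G6pc1.

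Each metal was fitted with limma 3.58.1 in R 4.3.3 (with statmod 1.5.0), and each exposed day was compared with the pooled controls. On day 1 a probe set was called at an adjusted p of 0.05 or less (Benjamini-Hochberg over the probe sets kept) and a fold change of 1.8 or more. On days 3 and 7 an unadjusted p of 0.05 or less took its place, as in the paper, and the adjusted count is given too. Counts within gene lists use the adjusted p with no fold threshold. Differences between metals and between days were tested as contrasts. Tables were read with Python 3.11.15. The number of arrays limits the precision of every value.

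Gene lists were tested with camera in limma at a preset correlation between genes of 0.01, with adjustment over all 312 tests of 52 lists on 3 days after 2 metals, and again with the correlation estimated from the data. Of the 52 lists, 35 were written from textbook knowledge, 13 hold markers of cell types and 4 hold genes that the study names on these samples. They were written before the data were examined, when the paper and its tables of fold changes had been read. The named genes follow a rule of the same date: every gene the paper names by symbol in its results, discussion, Fig. 7 or Table A; on day 1 the 10 largest rises and the 10 largest falls per metal, and on days 3 and 7 the 5 largest of each; and of each list up to 4 members with the largest change among those that pass, or 2 where none passes. The largest changes had to lie on the same side of the control mean in every exposed array. The rule names more genes than the text holds, and 1 of them is not reported here. Which of them are named at which claim was decided after their values were seen, and several were taken because their calls held under the alternatives.

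On simulated data with 50 changed probe sets per fold, the day 1 test recovered 0% at 1.5-fold, 90% at 2-fold and 100% at 3-fold for Cd, and 2%, 96% and 98% for Cr. A 1.5-fold change lies below the threshold of 1.8-fold, so its low recovery follows from the threshold. The simulations made 0 to 2 false calls at the adjusted criterion and 6 to 14 at the unadjusted one. At the unadjusted criterion, splits of the real arrays gave up to 41 and 62 calls on days 3 and 7 for Cd. For Cr they gave up to 61 and 68, so the simulated numbers need not hold for the real arrays. In camera a list shifted by 0.5 was called for both metals, and 0 of the 155 other tests were. On the real arrays 102 of 312 list tests passed at the preset correlation between genes, and 0 with the estimated one. The simulated list tests therefore do not decide how far list calls at the preset correlation hold for the real arrays. The replicate numbers were checked as pairs of exposed and control livers: livers with the same number had a mean correlation of 0.128, others -0.032, and 16 of 29 matched best with their own number. This did not meet the rule set for pairing, so the numbers were not used as a block except as an alternative. Missing the rule does not exclude a signal shared by livers of 1 number. Control livers numbered 1, 3, 4 and 5 differed from the others at 167, 64, 54 and 23 probe sets at the FDR, and those numbered 2 at 0.

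The alternatives set before the data were examined were same-day controls, a plain variance test without moderation, no filter, a mean log2 signal of 6 or more, median centring, quantile normalization again, a trended and robust variance, both metals in 1 fit, array weights, the replicate number as a block, no fold threshold, a fold of 2 or more, the mean over a gene's probe sets, the estimated correlation, and leaving out each array in turn. Using only the controls of days 3 and 7, and leaving out all exposed livers numbered 5, were added after the data were seen. For the counts that could be tested this way, 100 splits of the arrays into groups of the same sizes, the real one included, were drawn with a fixed seed. Pathway enrichment and predicted regulators were not analysed here, and neither were the other doses. The paper's sheet of detection calls ends early and was not used.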

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

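The tests of RNA quality, those of other cell types and of the other metal for the macrophage markers, and those on the livers numbered 5 were chosen only after the result was seen. The other tests, the models, the lists and the first alternatives were set before the data were examined.

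The paper does not compare its control livers with each other, and those of days 3 and 7 differed from those of day 1 at 64 probe sets for Cd (4 higher, 60 lower) and 67 for Cr (2 higher, 65 lower) at the FDR and 1.8-fold in limma. By single days, 58 differed on day 3 and 42 on day 7 for Cd, but 2 and 103 for Cr, and none differed between days 3 and 7 at the FDR. For the count of each metal chance can be excluded: only 1 of 100 splits, the real one, was as large (highest other 17 for Cd and 0 for Cr). In both metals 46 were lower, where 0.231 would be expected of independent calls. The splits did not test this overlap, and genes that move together are not independent. Genes of G2/M and mitosis were lower by a median of -1.12 for Cd and -1.31 for Cr. The SEs, 0.14 and 0.20, are those of the difference in the mean signal of the list per array. Fewer dividing cells in older animals may therefore be a candidate explanation, found and tested on the same data. With the 3' minus 5' actin signal as a covariate for RNA quality, 54 of the 64 Cd probe sets were called again in the same direction, which argues against it there, but 29 were called for Cr, 26 of them among the 67, where it stays open for part of the probe sets although the mitotic genes had -1.27.

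Markers of Kupffer cells and macrophages, which the paper does not analyse as a group, had a median log2 fold change of -1.27 on day 1 after Cd: 10 of 17 fell and 3 rose, among them Gpnmb and Lgals3, which the study itself names, and 6 of the 17 stand in another list. Cd5l fell with -4.84 (SE 0.59, adjusted p = 3.08e-07), Clec4f with -3.86 (SE 0.36, adjusted p = 2.84e-09) and Cd163 with -3.52 (SE 0.39, adjusted p = 6.57e-08), and without replicate 5 they had -6.29, -4.57 and -4.17. Endothelial markers had a median of 0.28 (SE 0.11, for the list mean per array) and stellate cell markers 0.18. This argues against a lower share of all non-parenchymal cells. With the RNA quality covariate 10 macrophage markers fell, which argues against RNA quality. Their highest median without 1 exposed liver was -0.998, which argues against a single liver. The Cd minus Cr median of -1.48 places the fall after Cd and not after Cr. It largely restates that fall, so it cannot decide on a loss of macrophage transcripts as the cause, which stays a hypothesis. Whether cells were lost or lost their transcripts stays open.

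In 6 of 6 exposed groups the liver numbered 5 had the smallest response, taken along the mean change of the other livers: 0.65 on day 1 after Cd (others 0.96 to 1.16), 0.073 on day 3 (0.84 to 1.61), 0.26 on day 7 (0.65 to 2.73), and after Cr 0.49 (0.79 to 1.31), 0.58 (0.81 to 1.23) and 0.54 (0.65 to 1.39). The exact probability of that order by chance is 0.00032, though the number was singled out after the values were seen, and the livers lay at the same end of the actin values in 1 group, which argues against RNA quality. A processing batch that follows the number may be a candidate explanation, since control livers numbered 5 differed from the others at 23 probe sets at the FDR in limma (1740 of 16373 at an unadjusted p), reached by 1 of 100 assignments of the numbers, the real one (highest other 1). This does not single out number 5, because control livers numbered 1, 3 and 4 differed at 167, 64 and 54 probe sets and those numbered 2 at 0 (1592 at an unadjusted p). An exchange of the Cd day 3 liver with a control cannot be told apart from a weak response, as the highest control response was 0.506, and no biological explanation was tested. The paper reports that liver Cd stayed elevated on day 3 as a group mean and leaves out 1 liver of day 1 that had not taken up Cd, while the Cd content of single livers was not analysed here.

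Single livers lay far from the others of their group in genes that passed, by the gap to the nearest liver over the range of the group: Aldh1a1 on day 1 after Cd (0.865), Mt1f on day 3 after Cd (0.721) and day 7 after Cr (0.719), Thrsp and Cdkn1a on day 1 after Cr (0.721 and 0.728), Cxcl9 on day 7 after Cd (0.785), Lcn2 on days 1 and 3 after Cd (0.856 and 0.919) and Heph on day 3 after Cd (0.778). The liver for Mt1f after Cr was numbered 4 and the others 5. Lcn2 on day 3 had a signal of 5.12 in that liver, where the others had 12.95 to 13.64, and Aldh1a1 had 10.06, where they had 7.76 to 8.07. Of 119 groups 9 were apart, and since chance sets apart about 1 in 20 groups, 5.95 would be expected.

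A difference between the metals singled out genes called on day 1 in opposite directions. The Cd minus Cr log2 difference was 2.09 for Nupr1, -3.26 for Akr7a3, 3.70 for Spink1 (its brightest probe set, not called after Cr, while the probe set called in opposite directions had 0.99 after Cd and -1.18 after Cr), -3.46 for Gsta3, -2.02 for Ccnd1, -2.98 for Mybl1, -3.02 for Aldh1a1, -3.10 for Cyp17a1 and -2.44 for Vxn. Over the genes of DNA synthesis the median difference was -0.63. Each metal has its own controls, and whether other differences between the 2 experiments contribute was not tested.

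For the counts, chance was weighed by 100 splits of the arrays, given as the real count and the highest other. For Cd, 1 split was as large on day 1 (629, highest other 163), on day 3 at an unadjusted p (93 and 41) and at the FDR (61 and 1), on day 7 at an unadjusted p (69 and 62), for day 3 minus day 1 (3083 and 1521) and for day 7 minus day 1 (3391 and 2479), and 4 on day 7 at the FDR (1 and 1). For Cr, 1 split was as large on day 1 (826 and 205), for day 3 minus day 1 (6411 and 5656) and for day 7 minus day 1 (7028 and 5911), and 2 on day 3 at the FDR (1 and 1). Between the metals, 1 was as large on day 1 (5541 and 5084) and 2 on day 3 (68 and 87). Fewer than 5 of 100 splits were as large for these, and chance can be excluded for them with the exceptions given below. For the Cd day 7 count at an unadjusted p the exclusion depends on 1 liver and on the setting. The count was 29 without liver 2, below the highest other. It was also below it with same-day controls (60), a mean log2 of 6 or more (54) and array weights (42). Leaving out 1 liver also took Cr day 3 minus day 1 (5369) and the day 1 difference between the metals (4462) below the highest other. Same-day controls gave 3956 for that difference, so for both the exclusion depends on the setting. The FDR counts of Cd day 7 and Cr day 3 are 1 probe set each, which other splits reached and which were 0 with the plain variance test, no filter, a mean log2 of 6 or more and a trended robust variance in limma, so chance stays open there. On day 3 between the metals 1 other split gave more than the real one, and the count was 9 with same-day controls. It was 13 to 195 with 1 array left out, so chance stays open for that count as well. Chance cannot be excluded for the Cr counts at an unadjusted p on day 3, where 5 splits were as large (37 and 61), and on day 7, where 18 were (16 and 68).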

How the results depend on the processing

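No test here was chosen after the result was seen except the controls of days 3 and 7 and leaving out the exposed livers numbered 5, which were added after seeing the data. Counts of probe sets not named below stayed within 1.5 times of their value, and named genes and lists that passed kept their direction if not named below, though some lost their call, as given beside them, and the cause was not tested. Genes and lists that did not pass are not covered by this, and the direction in camera of the G2/M list on days 1 and 3 after Cr and of MHC class II, extracellular matrix and stellate markers on day 7 after Cr turned in further settings, such as array weights, where they did not pass either. The number of genes that passed within a list depends on the control group: with same-day controls it moved by more than 1.5 times in 70 of 312 list tests, in 22 of them by 2 genes or more, and the sign of the median turned in 39. The signal of an array compresses large folds and does not resolve changes near background.

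With no fold threshold, Cd had 4738 probe sets on day 1, 417 (FDR) and 2182 (unadjusted p) on day 3, 3 and 1912 on day 7 and 6836 over all days, Cr had 8925 on day 1, 73 and 1954 on day 3, 1004 at an unadjusted p on day 7 and 9915 over all days, 3066 were shared on day 1 and 406 of them opposite. At a fold of 2 or more, Cd had 33 and 48 on day 3 and 43 at an unadjusted p on day 7, Cr had 486 on day 1, 24 and 9 at an unadjusted p on days 3 and 7 and 503 over all days, 106 were shared and 5 opposite. With the correlation between genes estimated in camera, 0 of 312 list tests passed (lowest adjusted p = 0.0817), where 102 did at the preset 0.01.

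With same-day controls the Cd day 3 count at an unadjusted p was 142, the Cd day 7 FDR count 3, the Cr FDR counts 0 and 21 on days 3 and 7 and the Cr day 7 count at an unadjusted p 112, with 4 opposite and Cd minus Cr differences of 9 on day 3 and 114 on day 7. On day 1 after Cr the sign turned for Ccnb1 (-0.92), Cdc20 (-1.0), Kif20a (-0.99), Ect2 (-0.96) and Cks2 (-0.018), and the G2/M list turned on day 3 after Cd (adjusted p = 0.217). With the controls of days 3 and 7 the FDR counts were 2 on Cd day 7 and 18 on Cr day 3, Cr day 7 had 32 at an unadjusted p, 17 were opposite, Cd minus Cr had 133 and 43, and G2/M turned on Cd day 3 (adjusted p = 0.167), Cr day 1 (adjusted p = 0.0487) and Cr day 3 (adjusted p = 1.72e-06). With the exposed livers numbered 5 left out, Cd day 3 had 130 and 162, Cd day 7 30 and Cr day 3 10 at the FDR, and Cd minus Cr 138 and 23.

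The FDR counts of Cd day 7 and Cr day 3, which were 1 each, were 0 and 0 with the plain variance test, no filter, a mean log2 of 6 or more, and a trended robust variance in limma (69 and 37 at an unadjusted p with the pooled fit). Quantile normalization again gave 0 on Cd day 7 and turned Nthl1 on Cr day 1 (-0.0078), and median centring gave 2 on Cr day 3. Both metals in 1 fit gave 7 and 4, and the replicate block 4 on Cr day 3. Array weights gave 96 on Cd day 3, 2 and 42 on Cd day 7, 4 on Cr day 3, and 322 and 1 for Cd minus Cr.

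Leaving out 1 array moved the Cd counts to 549 to 718 on day 1, 18 to 130 (FDR) and 59 to 162 (unadjusted p) on day 3 and 0 to 27 and 29 to 96 on day 7, and the Cr counts to 651 to 1116 on day 1, 0 to 4 and 32 to 48 on day 3 and 0 to 1 and 13 to 22 on day 7. Shared probe sets had 140 to 198, opposite ones 7 to 14, Cd minus Cr 4462 to 6381, 13 to 195 and 0 to 15 on days 1, 3 and 7, and list calls 94 to 108. The lowest Cd day 3 counts came without liver 3, the lowest Cd day 7 count at an unadjusted p without liver 2, and the highest of both days without liver 5. On day 7 after Cr the direction in camera turned for MHC class II (adjusted p = 0.0349 to 0.945), extracellular matrix (4.42e-05 to 0.297), Kupffer (1.78e-08 to 0.562) and stellate markers (0.00263 to 0.384).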

Differences from the paper's values

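No tests were chosen after the result was seen in this part. The paper counts 6 genes that both metals changed in opposite directions on day 1, and 10 were found here, as 11 probe sets. The difference stays with a plain variance test, no filter, median centring and a trended robust variance (10 in each), both metals in 1 fit (10) and array weights (11), and in 40 of 59 fits with 1 array left out. It does not count as a difference, at 1.5 times the paper's 6 or less, with same-day controls (4), a mean log2 of 6 or more (9), quantile normalization again (9), the replicate block (9), and in the other fits with 1 array left out, among them those without Cd day 1 livers 1 and 4 and Cr day 1 livers 1 and 4 (7 in each). No setting gave 6. The paper's own day 1 tables share 178 probe sets, of which 11 are opposite, and 11 of these are opposite here.

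Of the paper's tables, 576 of 602 probe sets for Cd day 1 and 809 of 852 for Cr day 1 passed the filter here, and 576 and 809 were called. The array fold changes of Table A match the paper's to its rounding.

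The paper states that genes of base and nucleotide excision repair were not induced, while after Cr on day 1 9 of 13 and 13 of 20 rose at an adjusted p of 0.05 with no fold threshold, although neither list passed in camera and 5 and 10 rose with same-day controls. It predicts inhibition of MYC on days 1 and 7 after Cd. On day 1 after Cd, 19 of 37 ribosome biogenesis and MYC target genes rose and 0 fell, and 13 rose with same-day controls. The paper's score rests on downstream targets among the genes it called, at 1.8-fold or more. The list here is another set of genes, counted with no fold threshold, so whether this is a difference stays open. On day 7 after Cd the list was lower than the other genes in camera, in the paper's direction, a call lost without replicate 5. Neither list call held with an estimated correlation. Of the 6 chemokine genes it names as up-regulated in response to the metals, Cxcl1, Cxcl9, Cxcl10 and Ccl9 rose after Cd, in agreement. Ccl6 fell after Cd (-2.16, and -0.92 on another probe set). After Cr it had 0.25 and, on the other probe set, 0.82 (adjusted p = 0.000231), in the paper's direction but below 1.8-fold. Ccl27 had -0.45 after Cd and -0.86 after Cr. Cxcl1, which it calls higher at later times after Cd, was called at the paper's criterion on day 7 (1.52, unadjusted p = 0.00885), in agreement, but not on day 3 (0.91, unadjusted p = 0.104).

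For Abcb1a and RT1-CE, which it calls higher early after Cr, the brightest probe set did not pass, but another Abcb1a probe set had 0.72, one shared with Abcb1b had 2.77 and another RT1-CE5 probe set had 1.77. Tubb4 is named as a late indicator, and Tubb4b, read here for it without that being settled, had -0.25 and -0.40 on days 3 and 7 after Cd on its own probe set, where probe sets shared with C7 had 0.97 and 1.02 on day 3 and 0.98 and 1.22 on day 7, in the paper's direction, so whether this is a difference stays open. Of the other late indicators, Fgf21 was called after Cr at the paper's criterion on days 3 and 7 (1.53 and 1.24) and Nr0b2 on day 7 (1.16), in agreement, while Nr0b2 had 0.84 on day 3, below 1.8-fold (unadjusted p = 0.00618).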

Other observations

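The alternatives with the controls of days 3 and 7 and with the exposed livers numbered 5 left out were chosen only after the result was seen, and the other tests in this part were not. Genes of the unfolded protein response come first. Creld2 rose with 1.57 (SE 0.17, adjusted p = 5.76e-08), Sdf2l1 with 1.33 (SE 0.10, adjusted p = 1.13e-10), Dnajb11 with 1.14 (SE 0.10, adjusted p = 9.39e-10) and Hyou1 with 1.04 (SE 0.13, adjusted p = 4.03e-07), and these genes serve protein folding in the endoplasmic reticulum. Of the 19 genes of this response, 18 rose, 0 fell and 1 did not pass, or 19 and 0 adjusted over the list alone, on day 1 after Cd. Their median was 0.65, and they were higher than the other genes in camera (adjusted p = 3.7e-13, and adjusted p = 0.118 with an estimated correlation). Protein folding genes on day 3 after Cd had a median of -0.13 and were lower than the other genes in camera (adjusted p = 1.91e-05, and adjusted p = 0.36 with an estimated correlation). For protein folding genes the median was -0.11 on day 7 after Cd, and they were lower than the other genes in camera (adjusted p = 0.0104, and adjusted p = 0.595 with an estimated correlation), a call lost with array weights (adjusted p = 0.122) and without Cd exposed day 7 liver 2 (adjusted p = 0.318). Protein folding genes had a median of -0.01 on day 1 after Cr and were not separated from the other genes in camera (adjusted p = 0.919, and adjusted p = 0.977 with an estimated correlation). The heat shock genes Hspb1, Hsph1 and Hsp90ab1 rose on day 1 after Cr with 0.99 (SE 0.26, adjusted p = 0.00228), 0.96 (SE 0.11, adjusted p = 2.32e-08) and 0.91 (SE 0.09, adjusted p = 2.87e-09). Of the 13 heat shock genes, 11 rose, 0 fell and 2 did not pass, or 11 and 0 adjusted over the list alone, on day 1 after Cr. They were higher than the other genes in camera (adjusted p = 0.00645, and adjusted p = 0.489 with an estimated correlation), with a median of 0.52. Heat shock genes on day 1 after Cd had a median of 0.06 and were not separated from the other genes in camera (adjusted p = 0.791, and adjusted p = 0.944 with an estimated correlation). There the median and the direction in camera differ in sign. For heat shock genes the median was -0.02 on day 3 after Cr, and they were lower than the other genes in camera (adjusted p = 0.0477, and adjusted p = 0.6 with an estimated correlation), a call lost in more than 5 of the alternatives and at most adjusted p = 0.141 with same-day controls. Targets of ATF4 had a median of 0.36 on day 1 after Cd and were not separated from the other genes in camera (adjusted p = 0.241, and adjusted p = 0.771 with an estimated correlation). On day 1 after Cr, 3 of 20 ATF4 targets rose and 4 fell with same-day controls, an alternative to the pooled controls (median 0.01). The result with pooled controls is not given here for that day. These counts therefore do not decide on the ATF4 activation that the paper predicts there. ATF4 targets had a median of 0.37 on day 3 after Cr and were higher than the other genes in camera (adjusted p = 0.00372, and adjusted p = 0.465 with an estimated correlation). The median of ATF4 targets was 0.08 on day 7 after Cd, and they were higher than the other genes in camera (adjusted p = 0.0156, and adjusted p = 0.562 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.302), with both metals in 1 fit (adjusted p = 0.0511), with the controls of days 3 and 7 (adjusted p = 0.0611), without Cd exposed day 7 liver 1 (adjusted p = 0.178) and without Cd exposed day 7 liver 3 (adjusted p = 0.17). ATF4 targets on day 7 after Cr had a median of 0.08 and were higher than the other genes in camera (adjusted p = 0.0459, and adjusted p = 0.61 with an estimated correlation), a call lost in more than 5 of the alternatives and at most adjusted p = 0.814 without Cr exposed day 7 liver 2.

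Sqle and Idi1, of cholesterol synthesis, rose on day 1 after Cd with 1.15 (SE 0.16, adjusted p = 2.02e-06) and 0.86 (SE 0.17, adjusted p = 0.000253). Of the 19 cholesterol synthesis genes, 12 rose, 1 fell and 6 did not pass, or 12 and 1 adjusted over the list alone, on day 1 after Cd. They were higher than the other genes in camera (adjusted p = 0.00182, and adjusted p = 0.506 with an estimated correlation), with a median of 0.33. Cholesterol genes had a median of -0.13 on day 1 after Cr and were not separated from the other genes in camera (adjusted p = 0.279, and adjusted p = 0.878 with an estimated correlation). The median of cholesterol genes was 0.18 on day 7 after Cd, and they were higher than the other genes in camera (adjusted p = 5.62e-05, and adjusted p = 0.372 with an estimated correlation). Cholesterol genes on day 7 after Cr had a median of -0.16 and were lower than the other genes in camera (adjusted p = 4.33e-07, and adjusted p = 0.453 with an estimated correlation). Ehhadh, of peroxisomal oxidation, fell after Cd with -0.92 (SE 0.22, adjusted p = 0.00166) and after Cr with -1.11 (SE 0.17, adjusted p = 2.79e-06), while Cpt1a, the mitochondrial entry step, rose after Cr with 1.22 (SE 0.18, adjusted p = 1.18e-06). Of the 22 fatty acid oxidation genes, 1 rose, 10 fell and 11 did not pass, or 1 and 10 adjusted over the list alone, on day 1 after Cd. The median was -0.31, and the list was lower than the other genes in camera (adjusted p = 0.00126, and adjusted p = 0.534 with an estimated correlation). Of the 21 oxidation genes, 3 rose, 10 fell and 8 did not pass, or 3 and 10 adjusted over the list alone, on day 1 after Cr. Their median was -0.18, and they were lower than the other genes in camera (adjusted p = 0.0113, and adjusted p = 0.619 with an estimated correlation), a call lost with no filter (adjusted p = 0.0555) and with quantile normalization again (adjusted p = 0.0618). The median of oxidation genes was 0.12 on day 7 after Cd, and they were higher than the other genes in camera (adjusted p = 0.0205, and adjusted p = 0.649 with an estimated correlation), a call lost with array weights (adjusted p = 0.0682), without Cd exposed day 7 liver 1 (adjusted p = 0.135), without Cd exposed day 7 liver 2 (adjusted p = 0.148) and without Cd exposed day 7 liver 3 (adjusted p = 0.0552). The bile acid genes Slco1a4 and Abcc2 fell on day 1 after Cd with -1.37 (SE 0.17, adjusted p = 4.03e-07) and -1.07 (SE 0.13, adjusted p = 4.34e-07), and Cyp8b1 and Slco1b2 after Cr with -1.67 (SE 0.32, adjusted p = 6.06e-05) and -1.16 (SE 0.13, adjusted p = 2.53e-08). Of the 18 bile acid genes, 1 rose, 9 fell and 8 did not pass, or 1 and 10 adjusted over the list alone, on day 1 after Cd. The median was -0.32, and the list was lower than the other genes in camera (adjusted p = 0.00408, and adjusted p = 0.183 with an estimated correlation). Of the 18 bile acid genes, 1 rose, 12 fell and 5 did not pass, or 1 and 12 adjusted over the list alone, on day 1 after Cr. Their median was -0.55, and they were lower than the other genes in camera (adjusted p = 3.16e-05, and adjusted p = 0.183 with an estimated correlation). Cyp2c23 fell after Cd with -0.90 (SE 0.07, adjusted p = 1.13e-10) and Cyp2d3 after Cr with -1.18 (SE 0.10, adjusted p = 1.59e-10). Of the 21 P450 genes, 2 rose, 10 fell and 9 did not pass, or 2 and 10 adjusted over the list alone, on day 1 after Cd. They were lower than the other genes in camera (adjusted p = 0.00317, and adjusted p = 0.198 with an estimated correlation), with a median of -0.20. Of the 21 P450 genes, 3 rose, 17 fell and 1 did not pass, or 3 and 17 adjusted over the list alone, on day 1 after Cr. The median was -0.47, and the list was lower than the other genes in camera (adjusted p = 1.34e-06, and adjusted p = 0.118 with an estimated correlation). P450 genes on day 3 after Cr had a median of -0.08 and were lower than the other genes in camera (adjusted p = 0.00596, and adjusted p = 0.372 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.0526).

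The zinc importer gene Slc39a14 rose on day 1 after Cd with 0.97 (SE 0.08, adjusted p = 1.59e-10). For metal binding and zinc transport genes the median was 0.34 on day 1 after Cd, and they were not separated from the other genes in camera (adjusted p = 0.0821, and adjusted p = 0.239 with an estimated correlation). Metal and zinc genes had a median of 0.27 on day 1 after Cr and were not separated from the other genes in camera (adjusted p = 0.818, and adjusted p = 0.878 with an estimated correlation). Hamp, which encodes hepcidin, rose after Cd with 1.29 (SE 0.30, adjusted p = 0.00149) and Steap3 fell with -1.03 (SE 0.15, adjusted p = 3.94e-06). The median of iron handling genes was -0.11 on day 1 after Cd, and they were not separated from the other genes in camera (adjusted p = 0.93, and adjusted p = 0.977 with an estimated correlation). Here the median and the direction in camera differ in sign. Iron genes on day 1 after Cr had a median of -0.11 and were not separated from the other genes in camera (adjusted p = 0.312, and adjusted p = 0.676 with an estimated correlation). Of the clock genes, Npas2 fell after Cr with -1.21 (SE 0.10, adjusted p = 6.19e-11) and Hlf with -1.05 (SE 0.16, adjusted p = 1.72e-06). For clock genes the median was -0.08 on day 1 after Cd, and they were not separated from the other genes in camera (adjusted p = 0.225, and adjusted p = 0.453 with an estimated correlation). Clock genes had a median of -0.22 on day 1 after Cr and were not separated from the other genes in camera (adjusted p = 0.132, and adjusted p = 0.548 with an estimated correlation). The median of clock genes was -0.08 on day 3 after Cr, and they were lower than the other genes in camera (adjusted p = 0.00832, and adjusted p = 0.271 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.373) and with no filter (adjusted p = 0.158). Clock genes on day 7 after Cr had a median of -0.16 and were lower than the other genes in camera (adjusted p = 0.0156, and adjusted p = 0.344 with an estimated correlation), a call lost with no filter (adjusted p = 0.175), without Cr exposed day 7 liver 1 (adjusted p = 0.0706) and without Cr exposed day 7 liver 2 (adjusted p = 0.0889). Serpina6, a negative acute phase gene, had -0.84 (SE 0.15, adjusted p = 8.01e-05) after Cd. For negative acute phase genes the median was -0.14 on day 1 after Cd, and they were lower than the other genes in camera (adjusted p = 0.00317, and adjusted p = 0.263 with an estimated correlation). Negative acute phase genes had a median of -0.06 on day 1 after Cr and were lower than the other genes in camera (adjusted p = 0.0271, and adjusted p = 0.271 with an estimated correlation), a call lost with quantile normalization again (adjusted p = 0.152).

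Markers of cell types were also tested, and many of them stand in other lists: 4 of 9 pericentral, 9 of 10 periportal, 11 of 16 hepatocyte, 5 of 15 stellate, 3 of 7 neutrophil, 1 of 4 cholangiocyte and 1 of 6 T and NK cell markers, and 0 of the endothelial, erythroid, mesothelial, acinar and B cell ones. The study itself names 1 pericentral, 2 periportal, 1 stellate, 2 neutrophil and 1 acinar marker. Pericentral markers had a median of 0.14 on day 1 after Cd and did not pass in camera. The median of pericentral markers was -0.47 on day 1 after Cr, and they were lower than the other genes in camera (adjusted p = 0.0112, and adjusted p = 0.413 with an estimated correlation). Pericentral markers on day 3 after Cr had a median of -0.16 and were lower than the other genes in camera (adjusted p = 0.000239, and adjusted p = 0.188 with an estimated correlation). For periportal markers the median was -0.51 on day 1 after Cd, and they were lower than the other genes in camera (adjusted p = 2.62e-05, and adjusted p = 0.183 with an estimated correlation). Periportal markers had a median of -0.48 on day 1 after Cr and were lower than the other genes in camera (adjusted p = 0.00399, and adjusted p = 0.33 with an estimated correlation). The median of periportal markers was -0.12 on day 3 after Cd, and they were lower than the other genes in camera (adjusted p = 0.0183, and adjusted p = 0.474 with an estimated correlation), a call lost without Cd exposed day 3 liver 1 (adjusted p = 0.0653) and without Cd exposed day 3 liver 4 (adjusted p = 0.0827). General hepatocyte markers on day 1 after Cd had a median of -0.13 and were not separated from the other genes in camera (adjusted p = 0.138, and adjusted p = 0.383 with an estimated correlation). For general hepatocyte markers the median was -0.03 on day 1 after Cr, and they were not separated from the other genes in camera (adjusted p = 0.328, and adjusted p = 0.595 with an estimated correlation).

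Ramp2, an endothelial marker, rose on day 1 after Cd with 0.96 (SE 0.17, adjusted p = 9.55e-05). Endothelial markers had a median of 0.28 on day 1 after Cd and were higher than the other genes in camera (adjusted p = 0.0114, and adjusted p = 0.66 with an estimated correlation), a call lost without Cd exposed day 1 liver 1 (adjusted p = 0.0587). The median of endothelial markers was 0.27 on day 3 after Cd, and they were higher than the other genes in camera (adjusted p = 0.000166, and adjusted p = 0.518 with an estimated correlation). Endothelial markers on day 7 after Cd had a median of 0.19 and were higher than the other genes in camera (adjusted p = 0.00279, and adjusted p = 0.6 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.547) and with the controls of days 3 and 7 (adjusted p = 0.0941). For endothelial markers the median was -0.10 on day 7 after Cr, and they were lower than the other genes in camera (adjusted p = 0.00254, and adjusted p = 0.453 with an estimated correlation), a call lost without Cr exposed day 7 liver 3 (adjusted p = 0.595). Of the 15 stellate cell markers, 0 rose, 0 fell and 15 did not pass, or 8 and 0 adjusted over the list alone, on day 3 after Cd. They were higher than the other genes in camera (adjusted p = 1.57e-05, and adjusted p = 0.372 with an estimated correlation), with a median of 0.64. Lum and Dcn had 1.96 (SE 0.58, adjusted p = 0.066) and 1.28 (SE 0.40, adjusted p = 0.0793) on that day. The median of stellate markers was 0.16 on day 7 after Cd, and they were higher than the other genes in camera (adjusted p = 0.0431, and adjusted p = 0.676 with an estimated correlation), a call lost in more than 5 of the alternatives and at most adjusted p = 0.651 without Cd exposed day 7 liver 2. Stellate markers on day 3 after Cr had a median of 0.37 and were higher than the other genes in camera (adjusted p = 0.000396, and adjusted p = 0.453 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.252). Alas2 and Hbb, of red cells, fell on day 3 after Cd with -1.03 (SE 0.24, adjusted p = 0.0137) and -0.86 (SE 0.19, adjusted p = 0.0101), and the calls were lost without exposed liver 1, 3 or 4 and with same-day controls, which gave -1.01 and -0.80 for the 2 genes. For erythroid markers the median was -0.86 on day 3 after Cd, and they were lower than the other genes in camera (adjusted p = 0.000171, and adjusted p = 0.183 with an estimated correlation). Epcam and Spp1 rose after Cr on day 1 with 1.08 (SE 0.20, adjusted p = 3e-05) and 1.18 (SE 0.30, adjusted p = 0.00145). Cholangiocyte markers had a median of 0.73 on day 1 after Cr and were not separated from the other genes in camera (adjusted p = 0.319, and adjusted p = 0.689 with an estimated correlation). The median of mesothelial markers was -0.38 on day 1 after Cr, and they were not separated from the other genes in camera (adjusted p = 0.229, and adjusted p = 0.534 with an estimated correlation). The 2 acinar markers on day 1 after Cd had a median of 1.22 and were not separated from the other genes in camera (adjusted p = 0.943, and adjusted p = 0.977 with an estimated correlation). Median and direction differ in sign there. For B and plasma cell markers the median was -0.16 on day 1 after Cd, and they were not separated from the other genes in camera (adjusted p = 0.59, and adjusted p = 0.771 with an estimated correlation).

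Some lists described before also passed on other days. Acute phase genes had a median of 0.12 on day 7 after Cd and were higher than the other genes in camera (adjusted p = 0.000171, and adjusted p = 0.474 with an estimated correlation), a call lost with array weights (adjusted p = 0.0838) and without Cd exposed day 7 liver 2 (adjusted p = 0.502). The median of complement genes was -0.06 on day 1 after Cr, and they were lower than the other genes in camera (adjusted p = 0.0356, and adjusted p = 0.676 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.068), with no filter (adjusted p = 0.09), with quantile normalization again (adjusted p = 0.0793), without Cr exposed day 1 liver 1 (adjusted p = 0.1) and without Cr exposed day 1 liver 4 (adjusted p = 0.152). Chemokine genes on day 7 after Cr had a median of -0.07 and were lower than the other genes in camera (adjusted p = 0.000526, and adjusted p = 0.126 with an estimated correlation). For fatty acid synthesis genes the median was -0.17 on day 3 after Cr, and they were lower than the other genes in camera (adjusted p = 1.36e-06, and adjusted p = 0.118 with an estimated correlation). Fatty acid synthesis genes had a median of -0.17 on day 7 after Cr and were lower than the other genes in camera (adjusted p = 6.86e-06, and adjusted p = 0.126 with an estimated correlation). The median of amino acid catabolism genes was -0.08 on day 3 after Cd, and they were lower than the other genes in camera (adjusted p = 0.000192, and adjusted p = 0.396 with an estimated correlation). Pre-replication genes on day 3 after Cd had a median of 0.10 and were higher than the other genes in camera (adjusted p = 0.0483, and adjusted p = 0.569 with an estimated correlation), a call lost in more than 5 of the alternatives and at most adjusted p = 0.183 at a mean log2 of 6 or more. For extracellular matrix genes the median was 0.37 on day 3 after Cr, and they were higher than the other genes in camera (adjusted p = 0.00312, and adjusted p = 0.654 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.936). Extracellular matrix genes had a median of 0.19 on day 7 after Cd and were higher than the other genes in camera (adjusted p = 0.0194, and adjusted p = 0.76 with an estimated correlation), a call lost with array weights (adjusted p = 0.16), without Cd exposed day 7 liver 2 (adjusted p = 0.848) and without Cd exposed day 7 liver 4 (adjusted p = 0.0667). The median of T and NK cell markers was -0.20 on day 3 after Cr, and they were lower than the other genes in camera (adjusted p = 0.00317, and adjusted p = 0.279 with an estimated correlation), a call lost at a mean log2 of 6 or more (adjusted p = 0.148). Kupffer markers on day 7 after Cr had a median of -0.14 and were lower than the other genes in camera (adjusted p = 0.00512, and adjusted p = 0.619 with an estimated correlation), a call lost with no filter (adjusted p = 0.0551), with both metals in 1 fit (adjusted p = 0.0896) and without Cr exposed day 7 liver 3 (adjusted p = 0.562). Without that liver the direction in camera also turned, to higher. For replication and repair genes of the study the median was -0.25 on day 7 after Cd, and they were lower than the other genes in camera (adjusted p = 0.014, and adjusted p = 0.534 with an estimated correlation), a call lost with same-day controls (adjusted p = 0.126), with array weights (adjusted p = 0.149), with the controls of days 3 and 7 (adjusted p = 0.478) and without Cd exposed day 7 liver 2 (adjusted p = 0.0862). Interferon genes had a median of -0.07 on day 7 after Cr and were lower than the other genes in camera (adjusted p = 0.0112, and adjusted p = 0.618 with an estimated correlation), a call lost without Cr control day 1 liver 4 (adjusted p = 0.0791) and without Cr exposed day 7 liver 2 (adjusted p = 0.144). The median of ribosome genes was 0.10 on day 7 after Cr, and they were higher than the other genes in camera (adjusted p = 0.00591, and adjusted p = 0.746 with an estimated correlation), a call lost without Cr exposed day 7 liver 2 (adjusted p = 0.284) and without Cr exposed day 7 liver 3 (adjusted p = 0.0823). Complement genes on day 7 after Cd had a median of 0.09 and were higher than the other genes in camera (adjusted p = 0.00621, and adjusted p = 0.453 with an estimated correlation), a call lost with array weights (adjusted p = 0.201) and without Cd exposed day 7 liver 2 (adjusted p = 0.355). For complement genes the median was -0.04 on day 7 after Cr, and they were lower than the other genes in camera (adjusted p = 0.00351, and adjusted p = 0.58 with an estimated correlation), a call lost without Cr exposed day 7 liver 3 (adjusted p = 0.108). Acute phase genes had a median of -0.04 on day 7 after Cr and were lower than the other genes in camera (adjusted p = 0.0112, and adjusted p = 0.6 with an estimated correlation), a call lost with quantile normalization again (adjusted p = 0.111) and without Cr exposed day 7 liver 1 (adjusted p = 0.0586). The list of the study is not independent evidence. In 0 of these tests did the estimated correlation give an adjusted p of 0.05 or less.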
